# Improper hydration induces global gene expression changes associated with renal development in infant mice

**DOI:** 10.1186/s12263-016-0544-0

**Published:** 2016-10-20

**Authors:** Chong-Su Kim, Dong-Mi Shin

**Keywords:** Dehydration, Infancy, Kidney transcriptome, Renal development

## Abstract

**Background:**

The kidney is a major organ in which fluid balance and waste excretion is regulated. For the kidney to achieve maturity with functions, normal renal developmental processes need to occur. Comprehensive genetic programs underlying renal development during the prenatal period have been widely studied. However, postnatal renal development, from infancy to the juvenile period, has not been studied yet. Here, we investigated whether structural and functional kidney development was still ongoing in early life by analyzing the renal transcriptional networks of infant (4 weeks old) and juvenile (7 weeks old) mice. We further examined the effects of dehydration on kidney development to unravel the mechanistic bases underlying deteriorative impact of pediatric dehydration on renal development.

**Methods:**

3-week-old infant mice that just finished weaning period were provided limited access to a water for fifteen minutes per day for one week (RES 1W) and four weeks (RES 4W) to induce dehydration while control group consumed water ad libitum with free access to the water bottle. Transcriptome analysis was conducted to understand physiological changes during postnatal renal development and dehydration.

**Results:**

Kidneys in 4-week- and 7-week-old mice showed significantly distinctive functional gene networks. Gene sets related to cell cycle regulators, fetal kidney patterning molecules, and immature basement membrane integrity were upregulated in infantile kidneys while heightened expressions of genes associated with ion transport and drug metabolism were observed in juvenile kidneys. Dehydration during infancy suppressed renal growth by interrupting the SHH signaling pathway, which targets cell cycle regulators. Importantly, it is likely that disruption of the developmental program ultimately led to a decline in gene expression associated with basement membrane integrity.

**Conclusions:**

Altogether, we demonstrate transcriptional events during renal development in infancy and show that the impacts of inadequate water intake in the early postnatal state heavily rely on the impairment of normal renal development. Here, we provide a meaningful perspective of renal development in infancy with a molecular and physiological explanation of why infants are more vulnerable to dehydration than adults. These results provide new insights into the molecular effects of dehydration on renal physiology and indicate that optimal nutritional interventions are necessary for pediatric renal development.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12263-016-0544-0) contains supplementary material, which is available to authorized users.

## Background

The kidney is a major organ that plays crucial roles in homeostasis in the body. It filters the blood to excrete waste products from the body [17] and controls body fluid volume, solute, and acid balance within a tight range in cooperation with other endocrine organs [33]. The critical functions of the kidney in the fluid regulatory system are implicated in precise regulation of plasma osmolality. When the body senses changes in osmolality, osmoreceptors at the hypothalamus stimulate arginine vasopressin (AVP) release, which promotes fluid reabsorption in the kidney and thirst by which water retention increases [30].

Kidney organogenesis comprises several common developmental steps: proliferation and differentiation of stem cells, epithelial-mesenchymal cell transition, branching, and regional segmentation [13, 16, 46]. Complex gene regulatory networks mediate cell interactions underlying anatomical and functional modifications in kidney morphogenesis [23, 45]. Especially, dynamic regulations underlying cell and tissue integrity are essential in kidney function and are highly associated with renal disorders [49]. A highly selective permeable glomerular barrier membrane establishes networks with podocyte foot processes and slit diaphragm, a modified form of adherens junction, to gain mature filtration functions [36]. Thus, retaining a stable cell and junction architecture is required for normal renal function [26, 36, 49].

Body water constitutes cells and tissues and functions as a carrier of nutrients and excretions [17, 29]. It also serves as both reactant and product in metabolisms [17]. Optimal hydration is necessary for a healthy life [9]. It is well documented that dehydration negatively impacts multiple physiological disorders [9, 17, 33]. Healthy adults regulate fluid balance to maintain homeostasis whereas infants have an immature fluid regulatory system [37] with a higher body water composition, reaching 75 % [9]. Moreover, infants, right after weaning, are more prone to drink insufficient water since caregivers are likely to be unaware of their thirst [9]. In this respect, infants seem to be at higher risk for dehydration.

While recent studies have shown that further growth of the nephrons and elongation of tubular structures occur after birth [8], little is known about how genetic events are regulated in renal growth postnatally [2, 7, 24, 50]. Moreover, the molecular and physiological background for why infants are more vulnerable to dehydration has not been studied yet, and there are few studies on whether dehydration causes physiological changes in infants. We hypothesized that fundamental mechanisms of pediatric dehydration may underlie renal developmental processes. To confirm this assumption, we studied the effects of insufficient water intake in infant mice, with emphasis on physiological and transcriptional changes in the developing kidney.

In this study, we performed global gene expression profiling analysis and identified the functional networks of differentially expressed genes in the kidneys of infant and juvenile mice. We showed that kidneys undergo biological processes to achieve structural and functional maturation even after birth and dehydration altered gene networks associated with normal renal development and maturation. These results may provide evidence that sufficient water intake from infancy to juvenile period is necessary for normal renal physiology and system development.

## Methods

### Experimental animals

Right after weaning, 3-week-old male C57BL/6 mice were housed for 1 and 4 weeks and sacrificed at the age of 4 and 7 weeks old, corresponding to infant and juvenile. Animals were randomly assigned into control (CON) and water restriction group (RES). A total of four groups were used in comparison analysis: CON 1W (4 weeks old, *n* = 5), CON 4W (7 weeks old, *n* = 6), RES 1W (4 weeks old, *n* = 6), and RES 4W (7 weeks old, *n* = 8). Animals were maintained in a 12-h light/dark cycle and fed ad libitum with an AIN-93G diet. Animals from water restriction group were maintained dehydrated until they were sacrificed, 24 h after the last provision of water bottle. All experimental procedures were approved by the IACUC (Institutional Animal Care and Use Committee) of Seoul National University and conducted according to the IACUC guidelines.

### Water restriction

Animals in water restriction group were imposed limited access to water. A water bottle was given to animals for 15 min a day during the experimental period. Control mice consumed water ad libitum with free access to the water bottle.

### Plasma biochemical analysis

Serum biochemical analysis for blood urea nitrogen (BUN) and serum creatinine (sCr) was conducted using a dry-chemistry blood analyzer, Spotchem SP-4410 (Arklay, Kyoto, Japan). Plasma osmolality was determined by Fiske 210 Micro-Sample Osmometer (Fiske, Norwood, MA, USA).

### RNA isolation

Total RNA was extracted from the kidneys and brain using DNA-free RNA isolation kit (RNAqueous-4PCR kit; Ambion, Austin, TX) according to the manufacturer’s directions. Total RNA integrity and quantity were assessed with a NanoDrop 2000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE).

### Microarray hybridization

RNA samples were amplified for microarray analyses using Illumina TotalPrep RNA Amplification Kit (Ambion, Austin, TX). Five hundred nanograms of total RNA was used to prepare labelled complementary RNA (cRNA) with overnight incubation. Amplified cRNA was hybridized on Illumina MouseWG-6 Expression BeadChip arrays. The arrays were scanned with BeadArray Reader (BeadStation 500G Instrument, Illumina Inc.). Identification and quantification of spot images were obtained by Genome Studio software v1.0.2 (Illumina Inc.).

### Bioinformatic analysis of microarray data

The analysis was performed as described in [41]. Raw data was log-transformed and normalized by quantile normalization using Genome Studio software (Illumina Inc.). Differentially expressed genes among four groups were identified using an ANOVA (*p* < 0.05) by Partek® Genomics Suite software v6.6 (Partek, St Louis, MI) (http://www.partek.com/partekgs). Average expression levels of genes were compared between groups, and calculated *p* values were corrected for multiple comparisons using false discovery rate algorithm. Significant genes with fold change >1.5 and FDR <0.01 were used for further analysis.

Hierarchical clustering analysis was performed using the Pearson correlation distance matrix with average linkage algorithm in Genesis software v1.7.5 [43]. Functional categories of significant genes were determined by a right-tailed Fisher exact test. To examine the significance of functional categories which were classified based on Ingenuity Knowledge Base, Gene Set Enrichment Analysis was carried out (http://www.broadinstitute.org/gsea/index.jsp). Mechanistic networks underlying signaling pathways and metabolic pathways were built based on the Ingenuity Knowledge Base. Upstream regulator analysis was carried out to predict upstream regulators in direct or indirect relationships with dataset using Ingenuity Pathway Analysis (IPA) [22]. Functional network map of gene sets was constructed by using CytoScape software v3.2.0 (http://cytoscape.org) [40]. The microarray dataset is available at the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/, accession number GSE75604).

### Quantitative RT-PCR

DNase I treated total RNA was converted into cDNA by two-step procedure with MessageSensor RT kit (Ambion, Austin, TX), and messenger RNA (mRNA) levels were quantified by SYBR-GREEN qPCR method (Applied Biosystem, Carlsbad, CA). Relative mRNA expression level was calculated by ΔΔC_*T*_ method. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) was used as a housekeeping gene for normalization of mRNA expression of each sample. Primer sequences are as follows: *Avp*: forward 5′-CCAGGATGCTCAACACTACG-3′, reverse 5′-CTCTTGGGCAGTTCTGGAAG-3′; *Ccnd1*: forward 5′-CGTGGCCTCTAAGATGAAGG-3′, reverse 5′-CTGGCATTTTGGAGAGGAAG-3′; *Cdkn2b*: forward 5′-AGATCCCAACGCCCTGAAC-3′, reverse 5′-CGCAGTTGGGTTCTGCTC-3′; and *Gapdh*: forward 5′-TGCACCACCAACTGCTTAG-3′, reverse 5′-GATGCAGGGATGATGTTC-3′.

### Western blot analysis

Proteins were extracted from the kidneys. Equal amounts of protein were subjected to SDS-PAGE and transferred to PVDF membranes. The membranes were incubated with anti-SMO (1:10000, ab72130) and anti-GLIS1 (1:1000, ab105873) primary antibodies from Abcam (Abcam Inc., Cambridge, MA). Anti-α-tubulin (1:10000, T5168) from Sigma (Sigma Chemical Co., St. Louis, MO) was used as control. Horseradish peroxidase-conjugated goat anti-rabbit secondary antibody (1:5000, #7074S) from Cell Signaling Technology (Cell Signaling Technology Inc., Danvers, MA) and goat anti-mouse secondary antibody (1:10000, G21040) from Invitrogen (Invitrogen, Carlsbad, CA) were used for detection. Protein bands were visualized using ECL Western blot detection reagents (Amersham Pharmacia Biotech, Piscataway, NJ).

### Statistical analysis

Data are expressed as mean ± SEM. Statistical significance (*p* < 0.05) was evaluated by unpaired Student’s *t* test between two groups. Statistical analyses were performed using GraphPad Prism 6 software (GraphPad Software Inc., La Jolla, CA).

## Results

### Time-limited access to water bottle induces mild dehydrating physiological conditions in infant mice

Infant mice that just finished weaning were provided limited access to a water bottle for 15 min per day for 1 week (RES 1W) and 4 weeks (RES 4W). Mice in the RES 1W group consumed 2.4 times less water compared to the age-matched control mice in the CON 1W group with ad libitum water intake (*p* < 0.001) (Fig. 1a). Mice in the RES 4W that grew into juveniles with the same daily water-restriction treatment showed a significant reduction in daily water intake, on average down to a third of that in control mice (CON 4W) (*p* < 0.001). In order to verify whether the reduction in water intake was sufficient to induce physiological changes in those mice, we determined the levels of plasma osmolality. Mice in RES 1W had significantly higher plasma osmolality than mice in CON 1W (*p* < 0.001). The 4-week dehydration resulted in increased plasma osmolality as well, although it was not significant (*p* = 0.083) (Fig. 1b). Next, we measured the transcript level of vasopressin in the brain and found dramatic increases in vasopressin production in both RES 1W and RES 4W, compared to CON 1W and CON 4W, respectively (*p* < 0.001) (Fig. 1c).

**Fig. 1:**
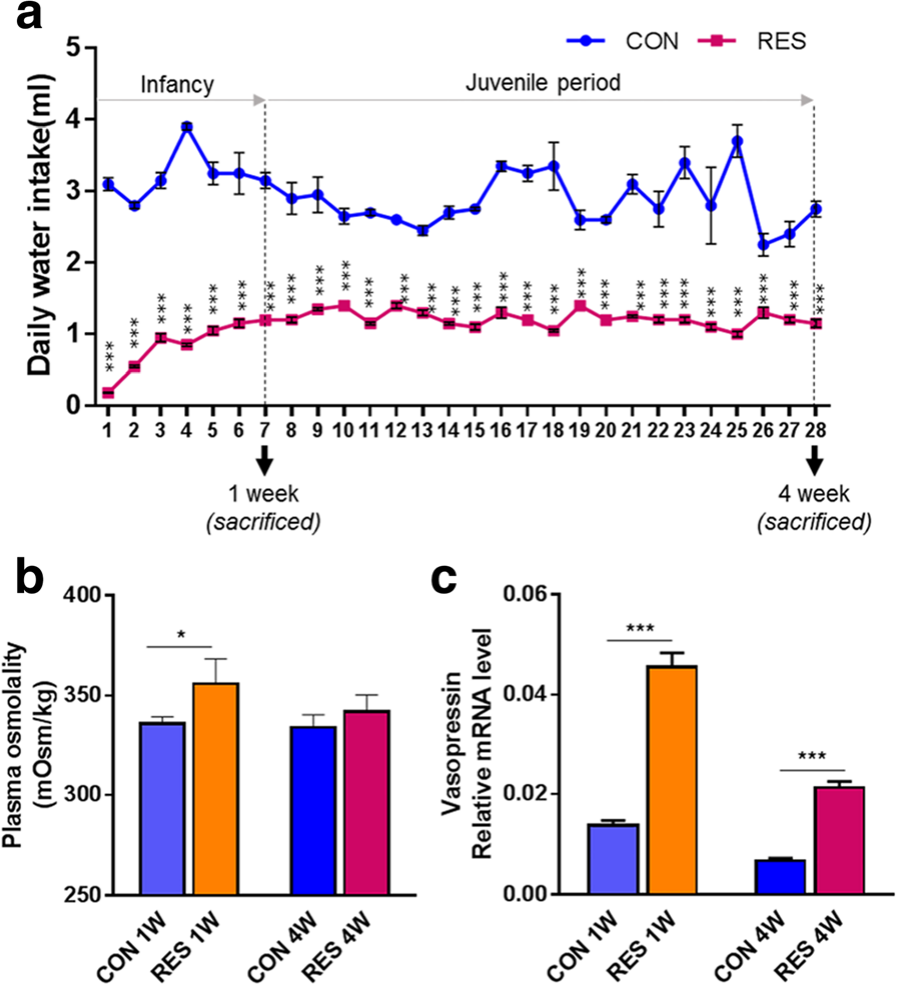
Mild dehydration was induced in infant mice. To observe the effects of prolonged dehydration on development, an experiment was performed from infancy to the juvenile period. The restriction group had limited access to the water bottle for 15 min a day. The water restriction group had reduced daily water intake compared to the control group (**a**). Mild dehydration was generated, resulting in elevated plasma osmolality (**b**) and brain vasopressin mRNA level (**c**) in the dehydrated mice. The number of samples in each group is as follows: CON 1W (*n* = 4), RES 1W (*n* = 4), CON 4W (*n* = 3), and RES 4W (*n* = 4). Data are expressed as mean ± SEM. Student’s *t* test; **p < 0.01, ***p < 0.001 versus control group

### Transcriptome profiling analysis of the kidneys in dehydrated mice

To examine the effect of dehydration in the developing mouse, the organ weight was measured. The weight of the kidneys increased with age from 0.22 g in CON 1W to 0.28 g in CON 4W (*p* < 0.001); however, dehydration caused a decrease of kidney weight in infant mice (RES 1W) by 22 % (*p* < 0.01) and juvenile mice (RES 4W) by 8 % (*p* = 0.23) compared to age-matched controls (Fig. 2a). 

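Kidney RNA from 15 mice was measured on Illumina whole-genome mouse arrays, with 1 mouse per array. The mice were 4 CON 1W and 4 RES 1W mice aged 4 weeks, and 3 CON 4W and 4 RES 4W mice aged 7 weeks, and the RES mice had water for 15 min per day from the age of 3 weeks. The authors' deposited intensity values were already background-subtracted and quantile-normalized, and each came with a detection p-value against the array's negative control beads. Log2 levels were computed from them with limma's neqc (normexp background correction, offset 16, quantile normalization). Of 45281 probes, the 19027 with a detection p under 0.05 in at least 3 arrays were tested, and those with a gene symbol stand for 10861 genes. Between 15295 and 17433 probes were detected per array. A linear model over the 4 groups in limma gave each log2 fold change with its standard error (SE), and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. A probe counted as changed at an adjusted p under 0.05, and a gene was read from its brightest tested probe. The number of arrays limits the precision: regrouping the arrays of either 4 against 4 or 4 against 3 gives no exact permutation p below 0.029.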

To understand the molecular events underlying kidney growth and development from the age of infancy to the juvenile stage during the life cycle and to unveil the mechanism by which the kidneys’ weight were reduced while developing mice were under dehydration status, we conducted gene expression profiling analysis of kidneys using a genome-scale microarray.

**Fig. 2:**
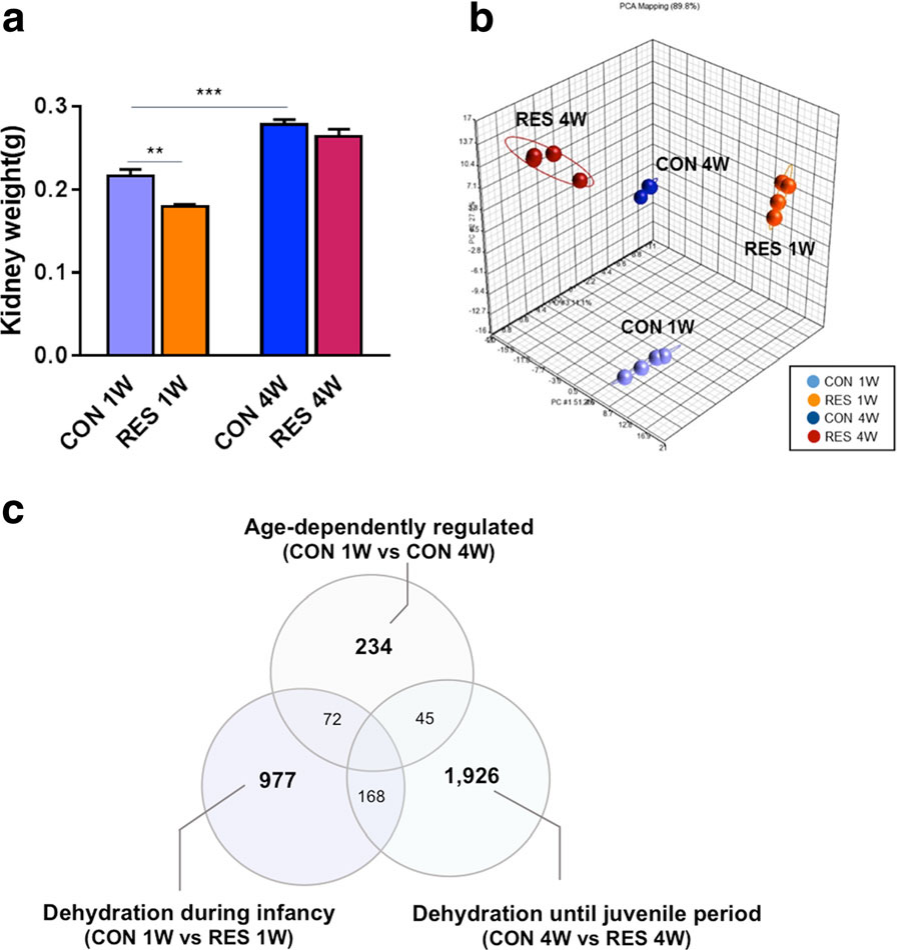
Transcriptome profiling analysis of the kidneys in dehydrated and control mice using genome-scale Illumina microarray. **a** The weight of the kidney increased with age, but dehydration caused decreased weight in the kidneys of infant mice (RES 1W) by 22 % and in juvenile mice (RES 4W) by 8 %. **b** A 3D principal component analysis (PCA) plot of the renal transcriptome data represents significantly distinguishable profiles for each group: CON 1W (*light blue*), RES 1W (*orange*), CON 4W (*blue*), and RES 4W (*red*). *Each dot* indicates an individual kidney sample. **c** The Venn diagram shows the number of probes that were detected with different signal intensity in each dataset. Data are expressed as mean ± SEM. Student’s *t* test; **p < 0.01, ***p < 0.001 versus control group

Principal component analysis (PCA) showed that the transcriptome profiles were readily distinguished by either age (CON 1W and CON 4W) or a period of sustained water restriction (RES 1W and RES 4W) (Fig. 2b). 

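Along the first principal component of the tested probes, RES 4W replicates 2, 3 and 4 scored 38.6, 39.5 and 38.6, whereas RES 4W replicate 1 scored -11.9 and the CON 1W, RES 1W and CON 4W arrays scored between -12.8 and -6.1. The second component ran from -25.8 to -18.9 in CON 4W, from 3.7 to 7 in CON 1W and from 11.3 to 19.9 in RES 1W. The third component told the 4-week-old groups apart, from 10.8 to 22.1 in CON 1W and from -14.8 to -8.4 in RES 1W. These components carried 28.3%, 16.4% and 10.2% of the variance. Of the 15 arrays, 14 had their highest Pearson correlation across probes with an array of their own group. RES 4W replicate 1 was nearest to CON 4W replicate 3, and its mean correlation across probes was 0.978 with its own group and 0.988 with CON 4W.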

Differentially expressed genes among the four groups were identified by ANOVA analysis (*p* < 0.05). A total of 234 probes were differentially expressed depending on age in the normal control groups (CON 4W vs. CON 1W). Furthermore, 977 probes were detected to distinctively mediate the transcriptional events in the infantile kidneys of the dehydration group (RES 1W vs. CON 1W), while 1926 differentially expressed probes were in the juvenile kidneys of the dehydration group (RES 4W vs. CON 4W) (Fig. 2c).

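Azgp1, which encodes a secreted zinc-binding glycoprotein, was 11.2-fold higher in CON 4W, at a log2 level of 11.40 ± 0.31 (SD, n = 3), than in CON 1W, at 7.91 ± 0.29 (SD, n = 4). Its log2 fold change was 3.49 (SE 0.19, adjusted p = 2.4e-08 from limma). Prlr, the prolactin receptor, fell by 2.05 on the log2 scale (SE 0.36, adjusted p = 0.0047), and Clic6, an intracellular chloride channel, fell by 2.07 (SE 0.28, adjusted p = 0.00042). Apoc3, an apolipoprotein of triglyceride-rich particles, fell by 1.74 (SE 0.16, adjusted p = 2.3e-05). In all, 565 probes differed between CON 4W and CON 1W, and 193 of them also passed the thresholds of the methods, an adjusted p under 0.01 and a fold change over 1.5. With 1 array left out the 565 became 287 without CON 4W replicate 2, 305 without CON 4W replicate 3, 336 without CON 1W replicate 3 and 913 without RES 4W replicate 1. For 560 of the 565 no CON 4W array overlapped a CON 1W array. Among all tested probes 16.7% had no overlap, where chance gives 5.71%.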

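Slc6a12, the betaine transporter that cells induce against osmotic stress, rose by 1.73 on the log2 scale in RES 1W (SE 0.11, adjusted p = 6.9e-07) and by 1.32 in RES 4W (SE 0.12, adjusted p = 0.00012), each against the control group of its age. Aqp2, the vasopressin-regulated water channel of the collecting duct, rose by 1.46 in RES 1W (SE 0.23, adjusted p = 0.0020) and by 2.11 in RES 4W (SE 0.25, adjusted p = 0.00070), where it was 9.55 in replicate 1 and 10.53 to 10.98 in the others. Fst, whose product follistatin binds activin, rose by 1.48 (SE 0.16, adjusted p = 0.00010) and 1.55 (SE 0.17, adjusted p = 0.00054). Egr1, an immediate early gene, fell by 2.23 in RES 4W (SE 0.38, adjusted p = 0.0097). In RES 1W 534 probes differed from CON 1W, 271 of them higher, and 189 passed the thresholds of the methods. In RES 4W 1235 probes differed from CON 4W, 690 of them higher, and 70 passed those thresholds. Without RES 4W replicate 1 these counts of RES 4W were 4576 and 1954, and without any other RES 4W array or any CON 4W array the 1235 became 165 to 429. With limma on only the CON 4W and RES 4W arrays, 82 of 84 calls in RES 4W among the genes named here were lost. The 534 became 291 without RES 1W replicate 4, 318 without CON 1W replicate 3 and 820 without RES 4W replicate 1. The groups did not overlap for 522 of the 534 probes and for 908 of the 1235, and for 10.1% and 14.7% of all tested probes, where chance gives 2.86% and 5.71%. No control array is shared between the RES 1W and RES 4W comparisons, and 61 probes were higher in both (9.8 for independent lists) and 27 lower in both (7.5 for independent lists). Only 3 probes were called in opposite directions (17.3 for independent lists), but without RES 4W replicate 1, where 820 and 4576 probes were called, this became 63 (98.5 for independent lists), beside 145 higher and 84 lower in both (53.3 and 45.4). The restriction effect itself differed between the ages for 111 probes, or for 2851 without RES 4W replicate 1.

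**Figure D1:**
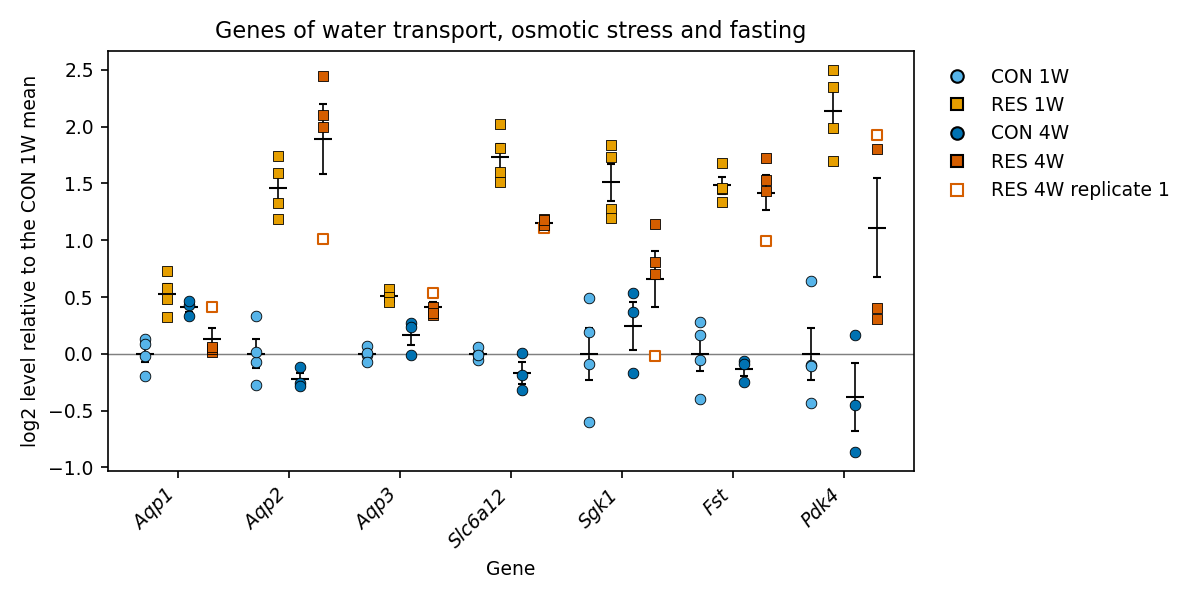
Log2 level relative to the CON 1W mean (vertical axis) of 7 genes (horizontal axis) in the 4 groups, with a point per kidney and the mean with its standard error as a dash and bar; RES 4W replicate 1 is an open square. Slc6a12 averaged 9.17 in RES 1W and 8.59 in RES 4W, against 7.44 in CON 1W and 7.27 in CON 4W.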

### Normal infant and juvenile mice present distinct renal transcriptional profiles

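H2-Eb1, H2-Ab1 and Cd74, genes of antigen presentation by MHC class II, rose with age between CON 1W and CON 4W by 0.89 (SE 0.12, adjusted p = 0.00069), 0.93 (SE 0.15, adjusted p = 0.0020) and 0.77 (SE 0.15, adjusted p = 0.0084) on the log2 scale. Ramp2, a receptor partner in endothelial cells, fell by 0.92 (SE 0.13, adjusted p = 0.00068). Over the levels of all tested probes, average-linkage clustering on the Pearson distance, divided into 4 clusters, set the CON 1W arrays apart from the CON 4W arrays. The RES 1W arrays formed a cluster of their own, RES 4W replicates 2 to 4 another, and RES 4W replicate 1 clustered with CON 4W. The same clusters came out of the 1000 most variable probes. They also came out of the 2040 probes that differed in any comparison, but those were chosen for differing between these groups and add no evidence. With the authors' processed values of 14767 probes, CON 1W and RES 1W shared a cluster, CON 4W had its own, and RES 4W replicate 1 stood alone.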

Hierarchical clustering analysis showed that postnatal kidneys at different time points (CON 1W and CON 4W) had distinguishable transcriptome profiles (Fig. 3a). 

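Cyp2a4, a steroid-hydroxylating cytochrome P450, rose by 2.21 on the log2 scale from CON 1W to CON 4W (SE 0.26, adjusted p = 0.00013). Eln, which encodes elastin, fell by 1.54 (SE 0.20, adjusted p = 0.00036), and the fibrillar collagen gene Col1a1 fell by 1.16 (SE 0.19, adjusted p = 0.0030). Of the probes that differed between these groups, 340 were higher in CON 1W and 225 in CON 4W, for 273 and 182 genes. At the thresholds of the methods 123 were higher in CON 1W and 70 in CON 4W. Additional file 1 holds probes chosen on these same arrays, so its overlap with them is not independent evidence. It lists 234 probes, of which 233 were tested here, and all 233 differed in the listed direction, 228 of them at an adjusted p under 0.05.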

Two hundred thirty-four probes were differentially expressed in a comparison of CON 1W and CON 4W, with 149 probes upregulated in the kidneys of infant mice (CON 1W) and 85 probes upregulated in juvenile mice (CON 4W): gene list is given in Additional file 1. This finding implies that the kidneys of infant and juvenile mice might undergo different biological processes.

**Fig. 3:**
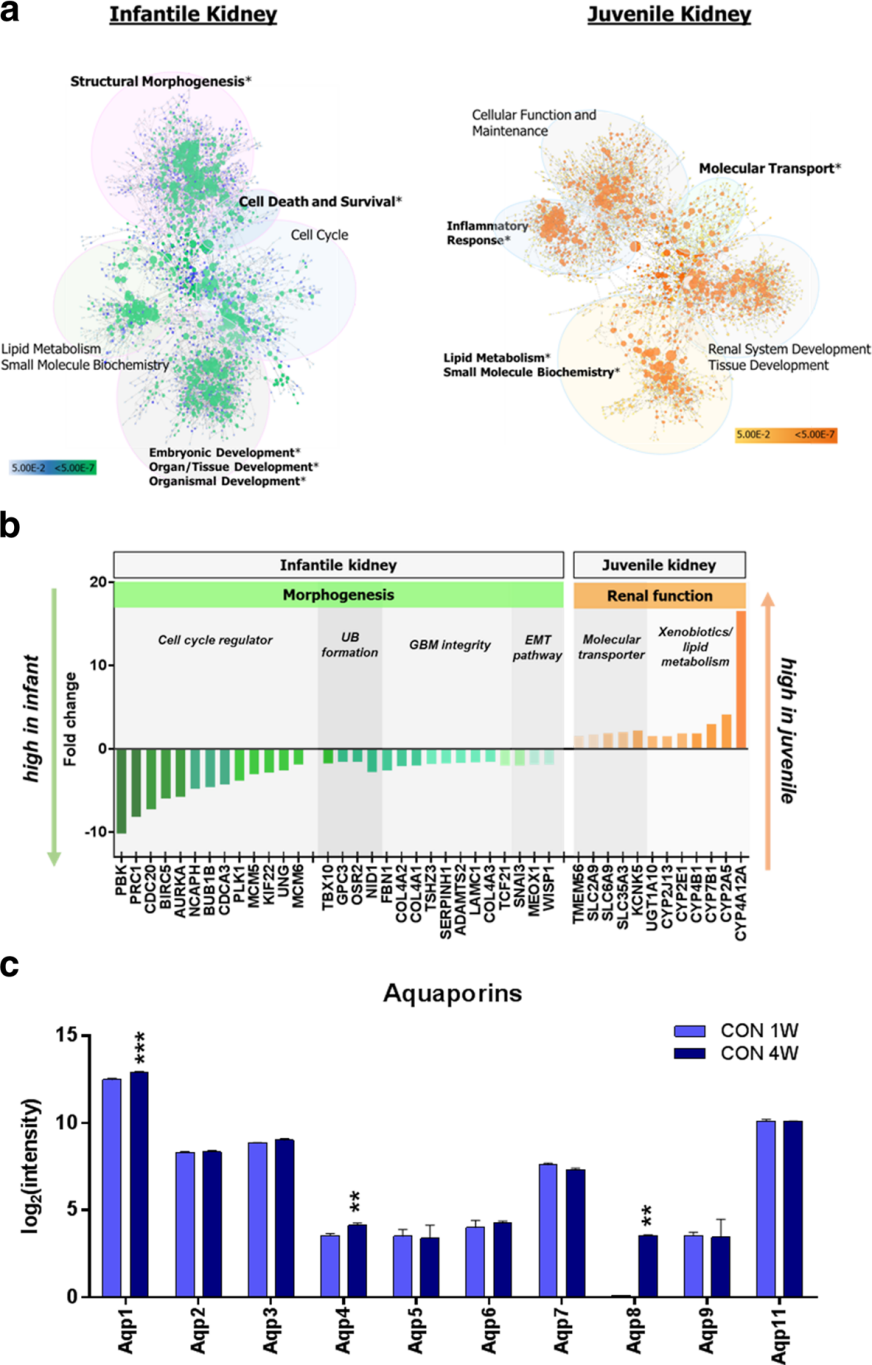
Distinctive functional network of genes in normal renal development during postnatal life. **a** Functional network of gene sets of CON 1W (4 weeks old; infant) and CON 4W (7 weeks old; juvenile). Gene ontology (GO) was categorized based on Ingenuity Pathway Analysis (IPA) knowledge. GO terms in *bold* with *asterisk* indicate enriched biological functions in gene set enrichment analysis. *Each node* represents a biological function and its color and size indicate the *p* value and number of genes in the cluster, respectively. **b** Identification of significant genes related to postnatal renal development. **c** The increasing transcript levels of aquaporin family with age support that functional maturation were taking place in the kidneys of infant and juvenile mice. *UB* ureteric bud, *GBM* glomerular basement membrane, *EMT* epithelial-mesenchymal transition. Data are expressed as mean ± SEM. Student’s *t* test; *p < 0.05, **p < 0.01, ***p < 0.001

To extend our knowledge about the biological process occurring in the infantile kidney, we established a functional network map of differentially expressed genes and assigned gene ontology (GO) terms. Enriched GO categories from gene set enrichment analysis revealed that genes related to the cell cycle, tissue morphology, and development were significantly upregulated, whereas they were downregulated in CON 4W (Fig. 3a). 

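Of 24 tested genes of mitosis, listed from textbook knowledge before the data were examined, 18 were lower in CON 4W than in CON 1W and 0 were higher (22 lower when adjusted over the list alone). Their median log2 fold change was -1.07 (camera, adjusted p = 5.7e-30, and adjusted p = 0.00033 with an estimated correlation). Of 26 genes of DNA replication 9 were lower (13 adjusted over the list alone), with a median of -0.40 (camera, adjusted p = 3.3e-13, and adjusted p = 0.00021 with an estimated correlation). The mitosis and replication lists also hold genes that the paper named from these arrays, such as Aurka, Birc5, Pbk, Mcm5 and Rrm2. They are thus not fully independent evidence. Chaf1b, a histone chaperone subunit that works behind the replication fork, fell by 1.10 (SE 0.15, adjusted p = 0.00043). Of 24 genes of the interstitial matrix, the collagen and fibre network between tubules, 11 were lower (16 adjusted over the list alone), with a median of -0.52 (camera, adjusted p = 6.1e-16, and adjusted p = 0.0027 with an estimated correlation). Markers of fibroblasts and pericytes (median -0.28, camera, adjusted p = 0.00031) and of endothelium (-0.30, adjusted p = 2.1e-05) were lower too, so a smaller share of such cells was not separated from lower levels within them. With an estimated correlation the call for endothelium held and that for fibroblasts and pericytes did not. Of 13 genes that pattern the ureteric bud and nephron, 3 were lower (4 adjusted over the list alone) and the median was -0.09 (camera, adjusted p = 0.13), though -0.19 with the authors' processed values and with a stricter filter on dim probes (adjusted p = 0.0029 and 0.0028). One of these 3, Tcf21, a transcription factor of the renal stroma and podocytes, fell by 0.92 (SE 0.17, adjusted p = 0.0054). None of the genes in the replication, matrix and patterning lists was higher in CON 4W at an adjusted p under 0.05 from limma.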

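Pbk, which encodes a mitotic kinase, fell by 2.73 on the log2 scale from CON 1W to CON 4W (SE 0.23, adjusted p = 1.2e-05), the largest fall among the genes of the cell cycle panel of Fig. 3b. Its level was 8.12 ± 0.23 (SD, n = 4) in CON 1W and 5.39 ± 0.21 (SD, n = 3) in CON 4W. Cdc20, an activator of the anaphase-promoting complex, fell by 2.46 (SE 0.19, adjusted p = 2.9e-06), and Cdca3, a trigger of mitotic entry, fell by 1.94 (SE 0.21, adjusted p = 5.8e-05). The mitotic kinase genes Aurka, Plk1 and Bub1b fell by 1.46, 1.43 and 1.26 (highest adjusted p of the 3, 0.00097, for Plk1). In CON 4W Aurka and Bub1b averaged 4.80 and 4.86, near the lowest detected levels of its arrays (4.82 to 4.91), so the size of their falls is uncertain. Mcm5, a subunit of the replicative helicase, fell by 1.46, the uracil glycosylase gene Ung by 1.11, the kinesin gene Kif22 by 1.27 and the condensin gene Ncaph by 0.91 (SE 0.16, 0.14, 0.16 and 0.11). Mcm6, a partner of Mcm5, had a log2 fold change of -0.59 (SE 0.17, adjusted p = 0.079), while another of its probes fell by 0.75 (adjusted p = 0.0031). One other probe each of Cdc20 and Bub1b was not called (log2 fold changes -0.46 and -0.32). Over this panel, which the study chose on these arrays and which is therefore not independent evidence, 12 of 13 genes were lower in CON 4W (13 adjusted over the list alone).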

Genes associated with cell cycle, which was the most significant biological process in the infantile kidneys, including *Aurka*, *Birc5*, *Bub1b*, *Cdc20*, *Meox1*, *Pbk*, *Kif22*, *Mcm5*, *Mcm6*, *Ncaph*, *Plk1*, *Ung*, and *Cdca3* were overexpressed (Fig. 3b), indicating that developmental cellular processes were still abundant in the kidneys of CON 1W. Among those genes, *Aurka*, *Plk1*, *Mcm5*, and *Kif22* have been found to function in embryonic renal development by mediating cell division [21]. In addition, *Birc5*, which had about a sixfold increase in infant mice, has been reported to be expressed only in the tubules and glomeruli of fetal kidney [39]. 

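Birc5 encodes survivin, which holds the chromosomal passenger complex at the centromere and restrains apoptosis. Its log2 level was 7.45 ± 0.28 (SD, n = 4) in CON 1W and 5.41 ± 0.19 (SD, n = 3) in CON 4W, a fall of 4.09-fold (log2 fold change -2.03, SE 0.19, adjusted p = 2.6e-05). Every CON 1W kidney was above every CON 4W kidney (exact permutation test, p = 0.029, the smallest p these arrays allow). The other tested probes of Birc5 fell by 1.35 and 1.61 (adjusted p = 0.00021 and 6.0e-05).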

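The homeobox gene Meox1 was at a log2 level of 7.09 ± 0.16 (SD, n = 4) in CON 1W and 6.32 ± 0.15 (SD, n = 3) in CON 4W. It was 1.71-fold lower at the later age (log2 fold change -0.77, SE 0.14, adjusted p = 0.0053), with no overlap between the groups.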

*Meox*, with a twofold increase in CON 1W compared to CON 4W, is one of the important factors in kidney formation and has a role in epithelial-mesenchymal cell interactions [34]. 

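Prc1, which bundles microtubules of the central spindle at cell division, fell by 2.46 on the log2 scale with age (SE 0.24, adjusted p = 4.1e-05). Rrm2, the regulatory subunit of ribonucleotide reductase, fell by 1.23 (SE 0.15, adjusted p = 0.00023), and its catalytic subunit gene Rrm1 fell by 0.69 (SE 0.18, adjusted p = 0.047). The call for Rrm1 held in only 3 of 15 repeats that left out 1 array each, while its other probe fell by 0.69 with an adjusted p of 0.0048. Nasp, a histone chaperone, had a log2 fold change of -0.27 by its brightest probe (SE 0.14, adjusted p = 0.38) and of -0.63 by another (adjusted p = 0.011). The median of the 4 genes was -0.96 (camera, adjusted p = 2.7e-06, and adjusted p = 0.0058 with an estimated correlation), though the study chose them on these samples.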

Genes that are essential for DNA synthesis and cell division (*Nasp*, *Rrm1*, *Rrm2*, *Prc1*) were upregulated and then eventually downregulated with age in our dataset. 

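Foxm1, a transcription factor that drives mitotic genes, was at least 1.42-fold lower in CON 4W, where it was not above background, than in CON 1W (adjusted p = 0.027). Its call was lost when CON 1W replicate 3 or 4 or any CON 4W array was left out (highest adjusted p = 0.11). Ccnd1, which encodes cyclin D1 of the G1 phase, had a log2 fold change of -0.32 (SE 0.10, adjusted p = 0.11), with no overlap between CON 4W and CON 1W. Smad3, a mediator of TGF-beta signalling, had a log2 fold change of 0.03 (SE 0.14, adjusted p = 0.94). Myc was detected in too few arrays to be tested.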

Many of the predictive upstream regulators within gene sets of CON 1W were associated with cell cycle regulation, including *Myc*, *Tp53*, *Foxm1*, *Ccnd1*, and *Smad3* (Additional file 2). *Myc* is highly expressed in the metanephros during renal organogenesis, and its disruption is associated with reduced cell proliferation [1]. These results imply that pathways mediating cell cycle progression were dominantly engaged in the development of infantile kidneys.

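Cdkn3, a phosphatase that acts on cyclin-dependent kinases, fell by 1.75 on the log2 scale from CON 1W to CON 4W (SE 0.13, adjusted p = 2.9e-06). Cdk1, the kinase that starts mitosis, was at least 2.29-fold lower in CON 4W, where it was not well above background (adjusted p = 0.00035). H2ac15, a replication-dependent histone gene, fell by 1.52 (SE 0.22, adjusted p = 0.00097). From the enriched categories, the cell cycle genes higher in CON 1W and their predicted upstream regulators, the paper proposes that cell cycle pathways dominated the development of infantile kidneys.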

We also observed that the cluster of genes participating in basement membrane integrity was highly expressed in infant kidneys compared to juvenile kidneys. 

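Sparc, a collagen-binding glycoprotein of basement membranes, fell by 1.30 on the log2 scale from CON 1W to CON 4W (SE 0.18, adjusted p = 0.00063). Lamc1, the laminin gamma-1 chain, fell by 0.67 (SE 0.10, adjusted p = 0.0018). Col4a3, a collagen IV chain of the mature glomerular basement membrane, fell by 0.64 (SE 0.12, adjusted p = 0.0097), a call lost without CON 4W replicate 1. Of 18 tested genes of the basement membrane 9 were lower in CON 4W and 0 were higher at an adjusted p under 0.05 (12 lower adjusted over the list alone). Their median was -0.48 (camera, adjusted p = 7.6e-12, and adjusted p = 0.015 with an estimated correlation). All 16 genes that Fig. 3b sets under ureteric bud, basement membrane and epithelial-mesenchymal transition were lower in CON 4W, with a median of -0.76, but the study chose them on these samples.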

Genes encoding extracellular matrix (ECM) components are well known to change their expression levels during kidney tubulogenesis and maturation [31]. Among them, collagen is a major component that provides structural integrity and its subtypes appear to have different expression levels during glomerular structural development in the kidney [31]. In our dataset, the members of the collagen IV family (*Col4a1*, *Col4a2*) showed two times higher expression in infant than juvenile kidneys (Fig. 3b). 

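Col4a1 and Col4a2 encode the collagen IV chains found in nearly every basement membrane. Col4a1 was at a log2 level of 11.58 ± 0.09 (SD, n = 4) in CON 1W and 10.60 ± 0.12 (SD, n = 3) in CON 4W, 1.96-fold lower (log2 fold change -0.97, SE 0.10, adjusted p = 4.9e-05). Col4a2 was at 10.51 ± 0.22 (SD, n = 4) and 9.49 ± 0.10 (SD, n = 3), 2.03-fold lower (log2 fold change -1.02, SE 0.13, adjusted p = 0.00023). Neither gene's groups overlapped.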

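Serpinh1, a chaperone that folds procollagen, fell by 0.83 on the log2 scale from CON 1W to CON 4W (SE 0.13, adjusted p = 0.0024). Ccn4, the current symbol of Wisp1, encodes a matricellular protein of Wnt signalling and fell by 0.74 (SE 0.12, adjusted p = 0.0031). Adamts2, which trims procollagen, fell by 0.69 (SE 0.14, adjusted p = 0.012), or with an adjusted p of 0.055 when CON 4W replicate 1 was left out. Nid1, which links laminin to collagen IV, fell by 0.86 (SE 0.21, adjusted p = 0.034), and its other probe fell by 0.95 (adjusted p = 0.0055). The call of its brightest probe held in 10 of 15 repeats that left out 1 array each.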

In concert with the overexpression of basement membrane composing protein, there was elevated expression of *Adamts2*, *Nid1*, *Serpinh1*, *and Wisp1* which participate in ECM synthesis [3, 25] (Fig. 3b). Genetic events regulating ECM deposition demonstrate that improvement of basement membrane integrity occurs in infants, which accounts for structural maturation after birth. In addition, genes that play roles in ureteric bud formation such as *Tbx10*, *Gpc3*, *Osr2*, and *Nid1* had higher expression in CON 1W than in CON 4W group. 

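Tbx10, a T-box transcription factor, fell by 0.75 on the log2 scale from CON 1W to CON 4W (SE 0.12, adjusted p = 0.0021), with -0.44 by its other probe (adjusted p = 0.13). Gpc3, a heparan sulfate proteoglycan that tunes growth factor signalling, fell by 0.70 (SE 0.14, adjusted p = 0.014), and by its other probe by 0.61. Osr2, a zinc finger transcription factor, fell by 0.60 (SE 0.13, adjusted p = 0.020). The call for Gpc3 was lost without CON 4W replicate 2 (adjusted p = 0.066), and that for Osr2 in 4 of 15 repeats that left out 1 array each (highest adjusted p = 0.11).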

*Snail* is known to regulate mesenchymal to epithelial transformation [5]. Diminishing expression of *Snail* along with renal maturation in our dataset was coincident with previous work showing that *Snail* becomes inactive in the mature organ. 

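Snai1, which encodes the repressor Snail, was at a log2 level of 5.72 ± 0.44 (SD, n = 4) in CON 1W and 5.17 ± 0.21 (SD, n = 3) in CON 4W. Its log2 fold change of -0.55 (SE 0.21, adjusted p = 0.18) did not pass the test with all arrays, and had an adjusted p of 0.041 without CON 1W replicate 2. Snai3, a related repressor that Fig. 3b lists, fell by 0.78 (SE 0.15, adjusted p = 0.0091), from 6.75 ± 0.16 (SD, n = 4) to 5.97 ± 0.27 (SD, n = 3).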

Taken together, the results indicate that structural development of the kidney is not completed before birth, rather postnatal kidneys continue to grow during infancy and they undergo the processes necessary for mature structural integrity.

Contrary to the observation that structural morphogenesis was the most significant biological process in the transcriptome analysis of kidneys in CON 1W, upregulated genes in the CON 4W kidneys were associated with molecular transport, renal system development and function, and cellular function and maintenance (Fig. 3a). This indicates that functional maturation of the kidney was ongoing followed by morphological development. 

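Slc22a12, the urate transporter of the proximal tubule, rose by 0.46 on the log2 scale from CON 1W to CON 4W (SE 0.12, adjusted p = 0.047), and Pck1, which makes glucose in the same cells, rose by 0.82 (SE 0.21, adjusted p = 0.047). These calls held in 2 and 3 of 15 repeats that left out 1 array each, and the other probe of Pck1 had 0.54 (adjusted p = 0.12). Slc34a3, a phosphate transporter, fell by 0.66 (SE 0.10, adjusted p = 0.00097). Of 23 tested genes of the proximal tubule 2 were higher in CON 4W and 1 lower (5 and 2 adjusted over the list alone), with a median of 0.17 (camera, adjusted p = 0.16). Of 21 amino acid and organic solute carriers 1 was higher and 0 were lower at an adjusted p under 0.05 (3 and 1 adjusted over the list alone), with a median of -0.09 (camera, adjusted p = 0.76). Of 12 genes that Fig. 3b sets under renal function, a group chosen on these samples, 11 were higher in CON 4W, with a median of 0.91.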

Genes involved in molecular transport associated with the renal system (*Kcnk5*, *Slc2a9*, *Slc6a9*, *Slc35a3*) were highly expressed with 1.6- to two-fold changes (Fig. 3b). 

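Kcnk5, an acid-sensitive potassium channel of the proximal tubule, rose 2.01-fold from a log2 level of 11.08 ± 0.35 (SD, n = 4) in CON 1W to 12.09 ± 0.13 (SD, n = 3) in CON 4W (SE of the log2 fold change 0.19, adjusted p = 0.0077). Slc6a9, the glycine transporter, rose 1.87-fold (log2 fold change 0.91, SE 0.12, adjusted p = 0.00034). Slc2a9, a urate transporter, rose 1.63-fold (log2 fold change 0.70, SE 0.15, adjusted p = 0.018), a call lost without CON 1W replicate 1, CON 4W replicate 2 or CON 4W replicate 3 (highest adjusted p = 0.095), and its other probe had -0.34 (adjusted p = 0.28). Slc35a3, which carries UDP-N-acetylglucosamine into the Golgi, had a log2 fold change of 0.46 by its brightest probe (SE 0.16, adjusted p = 0.17), while another of its probes rose by 0.75 (adjusted p = 0.0021).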

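Cyp4a12a, a fatty acid hydroxylase that is abundant in the kidneys of male mice, rose by 3.88 on the log2 scale from CON 1W to CON 4W (SE 0.36, adjusted p = 2.1e-05). Its level was 7.20 ± 0.67 (SD, n = 4) in CON 1W and 11.08 ± 0.45 (SD, n = 3) in CON 4W. Cyp7b1, an oxysterol hydroxylase of bile acid synthesis, rose by 1.58 (SE 0.16, adjusted p = 4.9e-05). Cyp4b1 and Cyp2e1, which oxidize fatty acids and foreign compounds, each rose by 0.92 (SE 0.12 and 0.14, adjusted p = 0.00035 and 0.0013). Ugt1a10, a glucuronosyltransferase, rose by 0.47 (SE 0.10, adjusted p = 0.021), a call lost without CON 1W replicate 3, CON 4W replicate 1 or CON 4W replicate 3 (highest adjusted p = 0.084). Cyp4a14 fell by 2.46 (SE 0.44, adjusted p = 0.0052). Of 17 tested cytochrome P450 genes 7 were higher in CON 4W and 1 was lower (10 and 1 adjusted over the list alone), with a median of 0.49 (camera, adjusted p = 2.3e-08, and adjusted p = 0.0023 with an estimated correlation).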

The cytochrome P450 family, involved in bile acid metabolism in extrahepatic tissues, xenobiotics metabolism (*Cyp4b1*, *Ugt1a10*), and steroids and fatty acid metabolism (*Cyp2e1*, *Cyp4b1*, *Cyp7b1*, *Cyp4a12a*), was also upregulated during the juvenile period (Fig. 3b). These results indicate that the kidneys of juveniles are in the process of developing into functionally matured adult kidneys. We also checked whether aquaporin system that is critical for water transport in the kidney is in development and maturation. The increasing transcript levels of aquaporin family (*Aqp1*, *Aqp4*, and *Aqp8*; *p* < 0.01) with age support that functional maturation were taking place in the kidneys of infant and juvenile mice although the difference was slight (Fig. 3c).

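Aqp1, the water channel of the proximal tubule and thin descending limb, was at a log2 level of 12.50 ± 0.15 (SD, n = 4) in CON 1W and 12.91 ± 0.06 (SD, n = 3) in CON 4W. Its log2 fold change was 0.41 (SE 0.13, adjusted p = 0.10), and 0.044 was its adjusted p without RES 4W replicate 1. Aqp4, of the basolateral collecting duct, was at 8.69 ± 0.17 (SD, n = 4) and 9.21 ± 0.13 (SD, n = 3), with a log2 fold change of 0.52 (SE 0.14, adjusted p = 0.053, or 0.042 without RES 4W replicate 1). Neither gene overlapped between the groups, although neither passed the test with all arrays. Aqp8 was detected in too few arrays to be tested. Over 9 tested aquaporin genes 0 were called, at a median of 0.00 (camera, adjusted p = 0.53), and 2 were higher and 1 lower when adjusted over the list alone. Aqp2 had a log2 fold change of -0.22 with age (SE 0.25, adjusted p = 0.72).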

### Dehydrated infant mice show altered Shh signaling pathway associated with impaired renal growth and development

Dehydration resulted in dramatic changes in kidney transcriptome profiles in infant mice. 

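Hpd, an enzyme of tyrosine breakdown, rose by 2.38 on the log2 scale in RES 1W (SE 0.23, adjusted p = 3.8e-05), from a level of 7.56 ± 0.27 (SD, n = 4) to 9.93 ± 0.58 (SD, n = 4). Noct, a circadian deadenylase, rose by 2.21 (SE 0.21, adjusted p = 4.1e-05), and Pdk4, a kinase that spares glucose during fasting, rose by 2.14 (SE 0.35, adjusted p = 0.0030). Sgk1, a kinase induced by corticosteroids and hypertonicity, rose by 1.51 (SE 0.26, adjusted p = 0.0035), and the urea transporter gene Slc14a1 rose by 0.95 (SE 0.15, adjusted p = 0.0023), with 0.54 and 0.37 by its other probes (adjusted p = 0.027 and 0.30). Cyp7b1 fell by 1.14 (SE 0.15, adjusted p = 0.00068). Of 13 tested genes that hypertonicity induces, 6 were higher in RES 1W and 0 were lower at an adjusted p under 0.05 (7 higher adjusted over the list alone), with a median of 0.44 (camera, adjusted p = 1.4e-07, and adjusted p = 0.0066 with an estimated correlation). Of 18 genes of urine concentration 5 were higher (7 adjusted over the list alone), with a median of 0.27 (camera, adjusted p = 2.8e-05, but adjusted p = 0.066 with an estimated correlation).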

Each functional category of differentially expressed genes in the RES 1W group compared to CON 1W was tested for statistical significance. We found that the cell cycle, organ development, and renal system development were in the top seven significant categories (Fig. 4a). 

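In RES 1W, 17 of 24 mitosis genes were lower than in CON 1W and 0 were higher at an adjusted p under 0.05 (19 lower adjusted over the list alone). Their median log2 fold change was -0.72 (camera, adjusted p = 1.8e-24, and adjusted p = 0.0012 with an estimated correlation). Of 26 DNA replication genes 8 were lower (12 adjusted over the list alone), with a median of -0.30 (camera, adjusted p = 1.7e-10, and adjusted p = 0.00099 with an estimated correlation). The mitosis and replication lists share genes such as Cdc20, Plk1 and Mcm5 with Fig. 4c, chosen on these arrays, and are not fully independent evidence. Col4a1, a collagen IV chain of basement membranes, fell by 0.54 (SE 0.09, adjusted p = 0.0040), and 3 of 18 basement membrane genes were lower (8 adjusted over the list alone). The median of those 18 was -0.31 (camera, adjusted p = 1.4e-06, but adjusted p = 0.066 with an estimated correlation). Of 13 genes that pattern the ureteric bud and nephron 0 were called and 0 were called over the list alone, with a median of -0.14 (camera, adjusted p = 0.27).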

Gene set enrichment analysis (GSEA) confirmed that the cell cycle was the most enriched biological process regulated by hydration (Fig. 4b). These findings suggest that dehydration might have caused a deterioration in renal growth.

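Pbk, a mitotic kinase gene, fell by 2.03 on the log2 scale in RES 1W (SE 0.22, adjusted p = 0.00010), and Cdkn3 fell by 1.72 (SE 0.12, adjusted p = 2.4e-06). Prc1 fell by 1.61 (SE 0.23, adjusted p = 0.00085), Cdca3 by 1.46 (SE 0.19, adjusted p = 0.00064) and Aurka by 0.82 (SE 0.15, adjusted p = 0.0063). In RES 4W the log2 fold change of Pbk was 0.51 (SE 0.23, adjusted p = 0.18), and the difference between the ages was 2.54 (SE 0.32, adjusted p = 0.0037). Prc1 differed between the ages by 2.12 (SE 0.33, adjusted p = 0.012) and Cdkn3 by 1.65 (SE 0.18, adjusted p = 0.0021). These 3 genes were at 5.39 to 5.45 in CON 4W, where the lowest detected levels are 4.82 to 4.91, so a fall as large as that of RES 1W could not have been seen at the later age. CON 1W served as the control for both the age and the RES 1W comparisons, and 80 probes were lower in both (4.7 for independent lists, 0 in simulated unchanged groups that share the control arrays, which hold none of the changes behind either list). With different CON 1W arrays for each comparison, 32 to 42 probes were lower in both. From the categories and the enrichment of cell cycle genes, beside a lower kidney weight in RES 1W, the paper proposes that dehydration might have impaired renal growth.

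**Figure D2:**
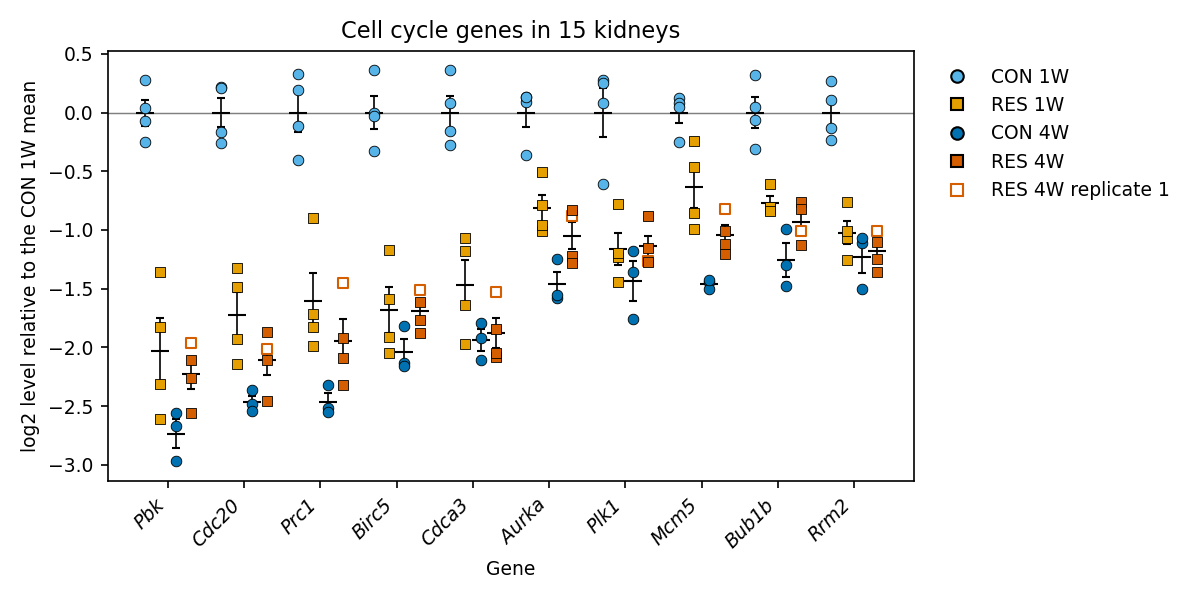
Log2 level relative to the CON 1W mean (vertical axis) of 10 cell cycle genes (horizontal axis) in the 4 groups, with a point per kidney and the mean with its standard error as a dash and bar; RES 4W replicate 1 is an open square. Pbk averaged 8.12 in CON 1W, 6.09 in RES 1W, 5.39 in CON 4W and 5.90 in RES 4W.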

**Fig. 4:**
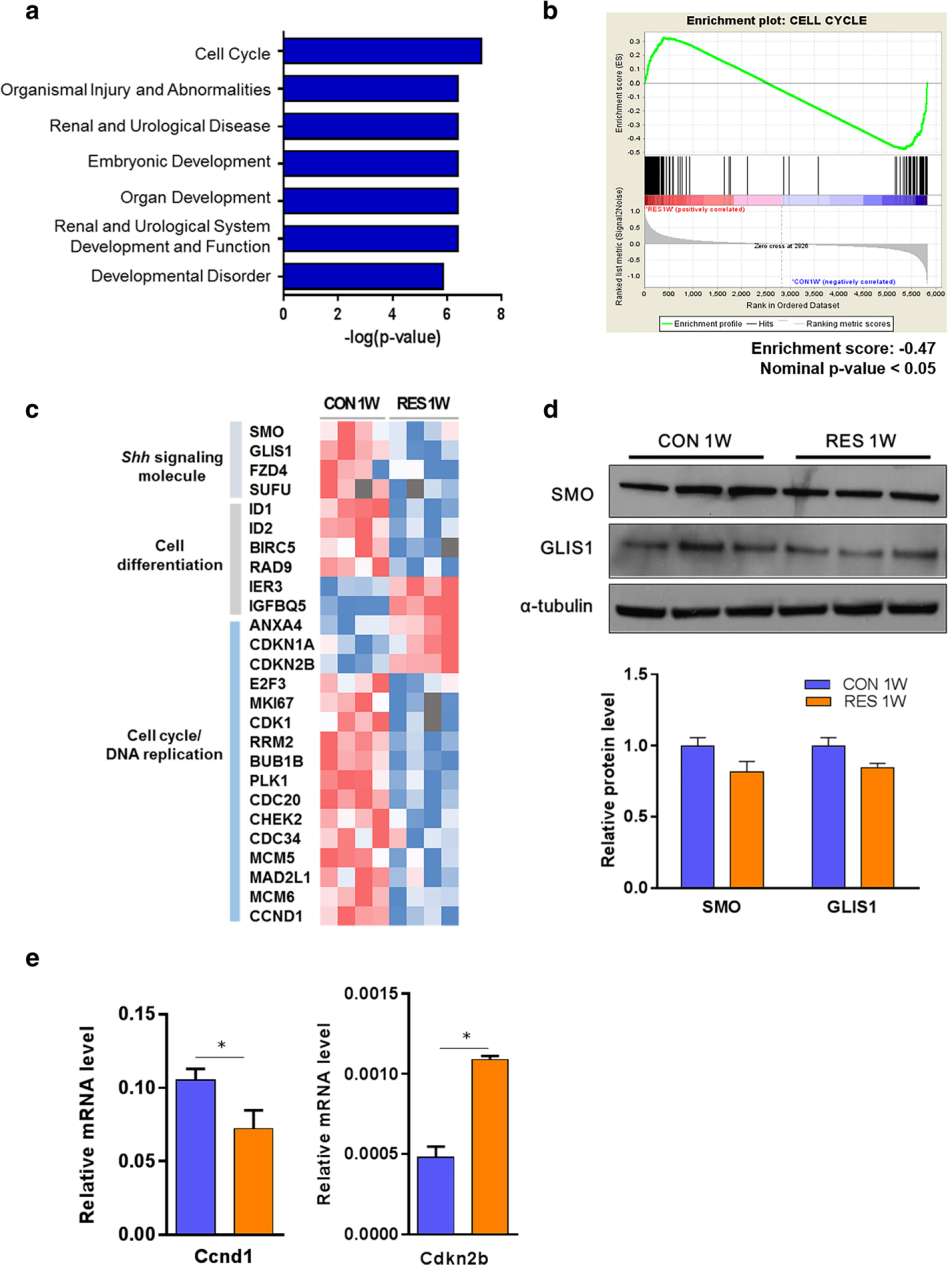
Dehydration interrupted renal morphogenesis by regulating Shh signaling in infant mice. **a** Top disease and functional categories of gene sets among differentially expressed genes in dehydrated mice during infancy. **b** Gene set enrichment analysis (GSEA) was used to evaluate the most significant functional category of differentially expressed genes by dehydration in infant mice and generate enrichment plot of cell cycle-related genes. **c** The heatmap shows downstream target genes of the SHH signaling pathway and indicates that cell cycle and cell differentiation regulators were distinctively regulated by dehydration. **d** Western blot assay was conducted for SHH signaling members. **e** The transcript level of its target molecules was validated with qPCR analysis. Data are expressed as mean ± SEM. Student’s *t* test; *p < 0.05 versus control group

We further performed pathway analysis and found that one of the most crucial molecular pathways that were significantly regulated by dehydration during kidney organogenesis was the Sonic hedgehog (Shh) pathway. It is known to have a role in the expression of GLI transcription factors whose targets are cell cycle regulators [45]. Interestingly, a significant reduction in the *Shh* signaling pathway was observed following insufficient water intake. 

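Shh, the Sonic hedgehog ligand gene, was near background, detected in 2 of 4 CON 1W and 2 of 4 RES 1W arrays, and its log2 fold change in RES 1W was -0.24 (SE 0.17, adjusted p = 0.61). Smo, the transducer of the pathway, had a log2 fold change of -0.10 (SE 0.15, adjusted p = 0.86), and its inhibitor Sufu one of -0.05 (SE 0.13, adjusted p = 0.92). Glis1, a zinc finger gene related to the GLI factors, fell by 0.67 (SE 0.13, adjusted p = 0.0073), from 8.02 ± 0.14 (SD, n = 4) to 7.35 ± 0.27 (SD, n = 4). Ptch1, a receptor gene that the pathway itself induces, had a log2 fold change of -0.01 (SE 0.16, adjusted p = 0.99). Of 13 tested components of the pathway 1 was lower and 0 were higher at an adjusted p under 0.05 (1 and 1 adjusted over the list alone), with a median of -0.01 (camera, adjusted p = 0.57). The 4 Shh signaling molecules of Fig. 4c had a median of -0.08 (camera, adjusted p = 0.12).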

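Cdc20, which activates the anaphase-promoting complex, fell by 1.72 on the log2 scale in RES 1W (SE 0.18, adjusted p = 7.3e-05), and Birc5, which encodes survivin, fell by 1.68 (SE 0.18, adjusted p = 0.00010). Plk1 fell by 1.16, Cdk1 by 1.05, Rrm2 by 1.02 and Bub1b by 0.77 (highest adjusted p of the 4, 0.0056, for Bub1b). Ccnd1, the cyclin D1 gene, fell by 0.58 (SE 0.10, adjusted p = 0.0030). The helicase genes Mcm5 and Mcm6 fell by 0.64 and 0.66 (adjusted p = 0.027 and 0.033), and these calls held in 10 and 9 of 15 repeats that left out 1 array each. Id1 and Id2, inhibitors of differentiation, fell by 0.90 and 0.88 (SE 0.15 and 0.17, adjusted p = 0.0033 and 0.0084). Rad9a, of the DNA damage checkpoint, fell by 0.48 (SE 0.11, adjusted p = 0.033), in 9 of those 15 repeats. One other probe each of Cdc20, Bub1b, Mcm6, Id2 and Rad9a was not called (log2 fold changes -0.19, -0.26, -0.20, -0.65 and -0.13). Cdkn2b, an inhibitor of cyclin D kinases, rose by 1.12 (SE 0.17, adjusted p = 0.0019). Over the 15 genes of cell cycle and DNA replication in Fig. 4c, chosen on these samples, 8 were lower and 1 higher (12 and 2 adjusted over the list alone), with a median of -0.64.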

In concert with this, decreased expression of downstream target genes including cell cycle regulators (*Cdk1*, *Cdc20*, *Ccnd1*, *Plk1*, *Bub1b*, *Rrm2*, *Mcm5*, *Mcm6*) and cell differentiation-related molecules (*Id1*, *Id2*, *Rad9*, *Birc5*) was detected in the RES 1W group (Fig. 4c). Immunoblotting assays were conducted to validate the microarray analysis results for Shh proteins. SHH signaling molecules such as SMO and GLIS1 had a tendency to be reduced in the RES 1W group compared to the control group (*p* = 0.35) at the protein level (Fig. 4d). Target molecules in the SHH signaling, *Ccnd1* (1.7-fold decrease) and *Cdkn2b* (2.8-fold increase), were shown to be differentially regulated in the RES group by qPCR analyses (*p* < 0.05) (Fig. 4e).

### Dysregulation of transcriptional network associated with basement membrane integrity in juvenile mice by long-term effects of dehydration

We observed a significant increase in blood urea nitrogen (BUN)/sCr in RES 1W (*p* < 0.05), and there was an increasing tendency in RES 4W (*p* = 0.08) in the age-matched comparison analysis after prolonged dehydration (Fig. 5a). To further investigate these results, we conducted comparison analysis of differentially expressed genes in the kidneys of RES 4W versus CON 4W. There were significant changes in basement membrane integrity markers. 

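Lamb2, the laminin beta-2 chain of the glomerular basement membrane, rose by 0.48 on the log2 scale in RES 4W (SE 0.12, adjusted p = 0.035), at 8.09 in replicate 1 and 8.43 to 8.54 in replicates 2 to 4. Fn1, which encodes fibronectin, rose by 0.78 (SE 0.19, adjusted p = 0.027), and Col6a1, a collagen VI chain, rose by 0.70 (SE 0.16, adjusted p = 0.024). Among repeats that left out 1 array each, these calls held in 9, 11 and 10 of 15. Col4a1 and Col4a2 had log2 fold changes of 0.16 and 0.09 (SE 0.10 and 0.13, adjusted p = 0.35 and 0.71). Of 18 basement membrane genes 1 was higher in RES 4W and 0 were lower at an adjusted p under 0.05, with a median of 0.16 (camera, adjusted p = 0.032, but adjusted p = 0.55 with an estimated correlation). Without RES 4W replicate 1, 3 were higher and 0 lower, with a median of 0.19 (camera, adjusted p = 0.076).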

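Ctnnb1, which encodes β-catenin, fell by 0.99 on the log2 scale in RES 4W (SE 0.26, adjusted p = 0.038), or 1.99-fold. It was at 8.93 in RES 4W replicate 1, at 7.44 to 7.57 in replicates 2 to 4 and at 8.67 to 8.92 in CON 4W, and without replicate 1 it fell by 1.35 (adjusted p = 5.1e-06). The call was lost without any other RES 4W array or any CON 4W array (highest adjusted p = 0.12). None of the 3 other probes of Ctnnb1 was called, with log2 fold changes of -0.89, -0.07 and -0.04 (adjusted p = 0.082, 0.81 and 0.94). Values without RES 4W replicate 1, here and for the genes below, are not stronger evidence. Without it the next probe of a gene went the way of a called brightest probe in 65.5% of genes (287 of 438). In 66 of them it was called in the opposite direction, and with all arrays the share was 76.9%. Itgb5, an integrin chain, fell by 0.71 (SE 0.20, adjusted p = 0.049). It was at 8.64 in RES 4W replicate 1 and 7.58 to 7.67 in the others, and its call held only in the repeat without replicate 1 (fell by 0.96, adjusted p = 6.7e-05). Itgb6, an integrin chain of injured and distal epithelium, had a log2 fold change of 0.12 by its brightest probe (SE 0.17, adjusted p = 0.71), and of 0.22 and -0.69 by the others (adjusted p = 0.47 and 0.083). Col4a4, a collagen IV chain of the glomerular basement membrane, had a log2 fold change of -0.22 (SE 0.13, adjusted p = 0.32), and its other probes had -0.60 and -0.06 (adjusted p = 0.020 and 0.88). Of 9 tested integrin genes 1 was lower and 0 were higher at an adjusted p under 0.05, with a median of 0.12 (camera, adjusted p = 0.68).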

Renal epithelial basement membrane component (*Col4a4*; 1.6-fold decrease), integrins (*Itgb5* and *Itgb6*; 1.7-fold decreases), and molecules of cell adhesion including cell tight junctions or adherens junctions (β-catenin and ZO-2; twofold decreases) were reduced at the transcription level (Fig. 5b). These results may suggest that prolonged dehydration ultimately gave rise to breakdown of basement membrane assembly in the kidneys of juvenile mice, which can be secondary cause to functional disorders and renal pathophysiology.

**Fig. 5:**
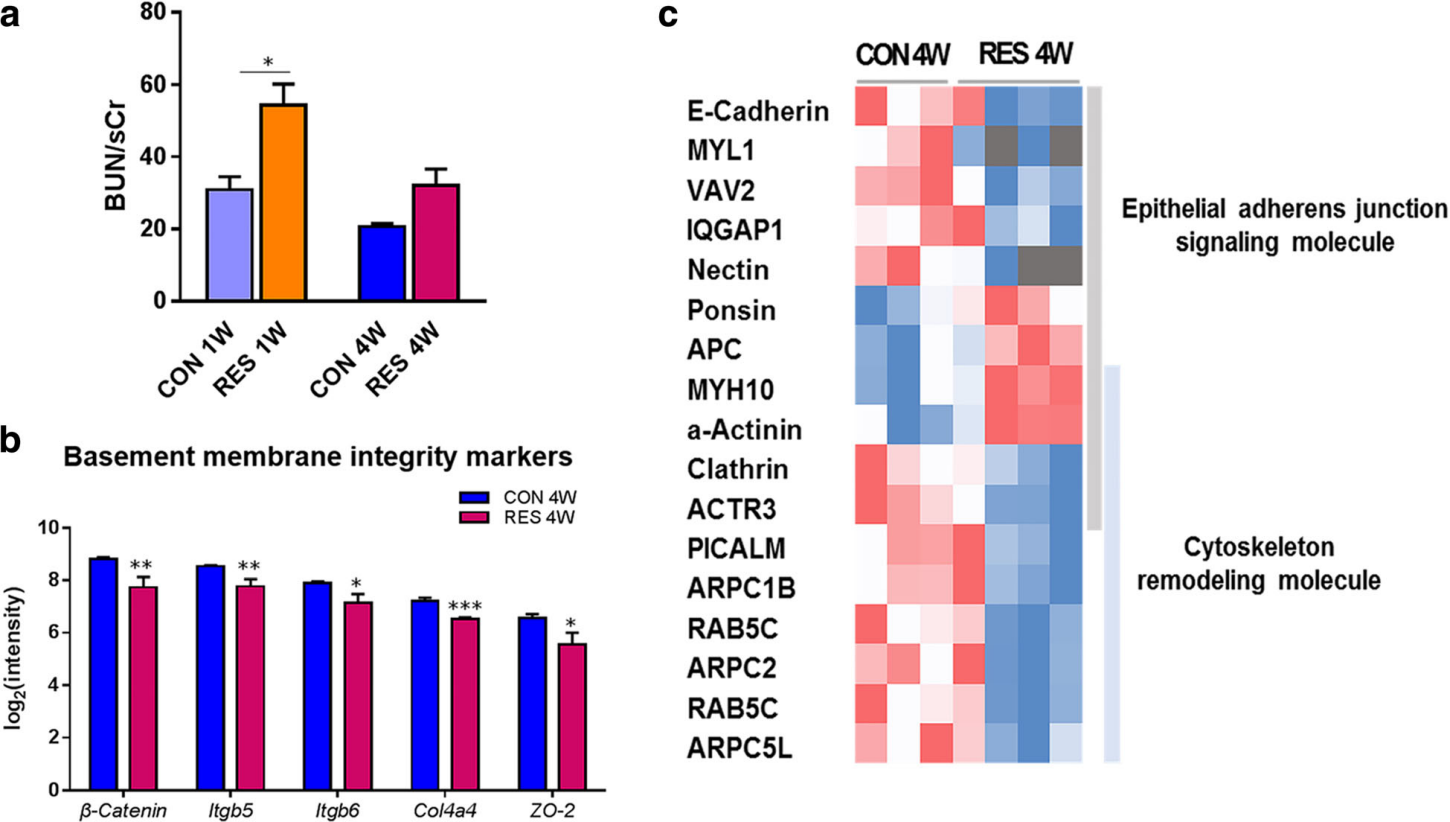
Disorders in basement membrane integrity by prolonged dehydration. **a** An increase in BUN/sCr level in the dehydration group compared to the control group. **b** Dysregulation of basement membrane components at the transcript level. **c** The heatmap shows the signaling molecules related to cell-cell junction and cytoskeleton rearrangement underlying altered membrane integrity. Data are expressed as mean ± SEM. Student’s *t* test; *p < 0.05, **p < 0.01, ***p < 0.001 versus control group

In order to understand the implicit mechanism underlying the deterioration of membrane integrity, we confirmed the top significant pathways by canonical pathway analysis. We found that transcriptional events related to renal structural integrity were intrinsically altered via dysregulation of the epithelial adherens junction and its remodeling pathway (Additional file 3). 

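Cldn15, a claudin that forms a cation pore, rose by 0.49 on the log2 scale in RES 4W (SE 0.12, adjusted p = 0.025), a call that held in 10 of 15 repeats that left out 1 array each. Of 19 tested genes of the adherens junction 2 were lower in RES 4W and 0 were higher at an adjusted p under 0.05 (2 lower adjusted over the list alone), with a median of -0.02 (camera, adjusted p = 0.85). Without RES 4W replicate 1, 5 were lower and 2 higher. Of 16 genes of the tight junction 2 were higher and 0 lower (4 higher adjusted over the list alone), with a median of 0.10 (camera, adjusted p = 0.39). Without that array 5 were higher and 1 was lower.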

Cadherin (*Cdh1*)-catenin (*Ctnnb1*) complex and nectin (*Pvrl1*) complex, which have roles in epithelial cell adhesion integrity and tissue homeostasis, were downregulated by sustained dehydration. 

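Cdh1, which encodes E-cadherin, fell by 0.84 on the log2 scale in RES 4W (SE 0.23, adjusted p = 0.041), from 8.14 ± 0.15 (SD, n = 3) in CON 4W to 7.30 ± 0.49 (SD, n = 4). RES 4W replicate 1 was at 8.01 and replicates 2 to 4 at 6.87 to 7.21. The call held in 5 of 15 repeats that left out 1 array each, and without RES 4W replicate 1 Cdh1 fell by 1.07 (adjusted p = 0.00059). Its other probe had -0.66 (adjusted p = 0.087). Nectin1, the current symbol of Pvrl1, was detected in 2 of 3 CON 4W arrays and 0 of 4 RES 4W arrays, and its log2 fold change was -0.37 (SE 0.14, adjusted p = 0.11), or -0.46 without replicate 1 (adjusted p = 0.020). RES 4W was not above background for this gene. Its mean was at least 1.09-fold lower there, a difference that did not pass the test with all arrays.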

Downstream molecules such as *Iqgap1*, *Actr3*, and *Vav2* were also decreased at the transcription level, indicating that alteration was observed in the network between cell-cell and cell-extracellular matrix contacts (Fig. 5c, Additional file 3). 

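Actr3, a core subunit of the Arp2/3 complex that branches actin filaments, fell by 0.94 on the log2 scale in RES 4W (SE 0.19, adjusted p = 0.016), a call that held in 11 of 15 repeats that left out 1 array each. It was at 7.40 in replicate 1 and 6.34 to 6.58 in replicates 2 to 4. Vav2, a guanine nucleotide exchange factor, fell by 0.68 (SE 0.12, adjusted p = 0.011) and was at 7.79 in replicate 1 and 7.34 to 7.60 in the others. Iqgap1, a scaffold between cadherins and actin, had a log2 fold change of 0.02 by its brightest probe (SE 0.12, adjusted p = 0.93) and of -0.54 by another (adjusted p = 0.12). Arpc2, also of the Arp2/3 complex, fell by 1.12 (SE 0.31, adjusted p = 0.041), at 7.24 in replicate 1 and 5.40 to 5.94 in the others, and its call held in 3 of 15 repeats. Of 18 tested genes of the actin cytoskeleton 3 were lower and 2 higher (5 and 3 adjusted over the list alone), with a median of -0.08 (camera, adjusted p = 0.75). Without RES 4W replicate 1, 5 were lower and 4 higher.

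**Figure D3:**
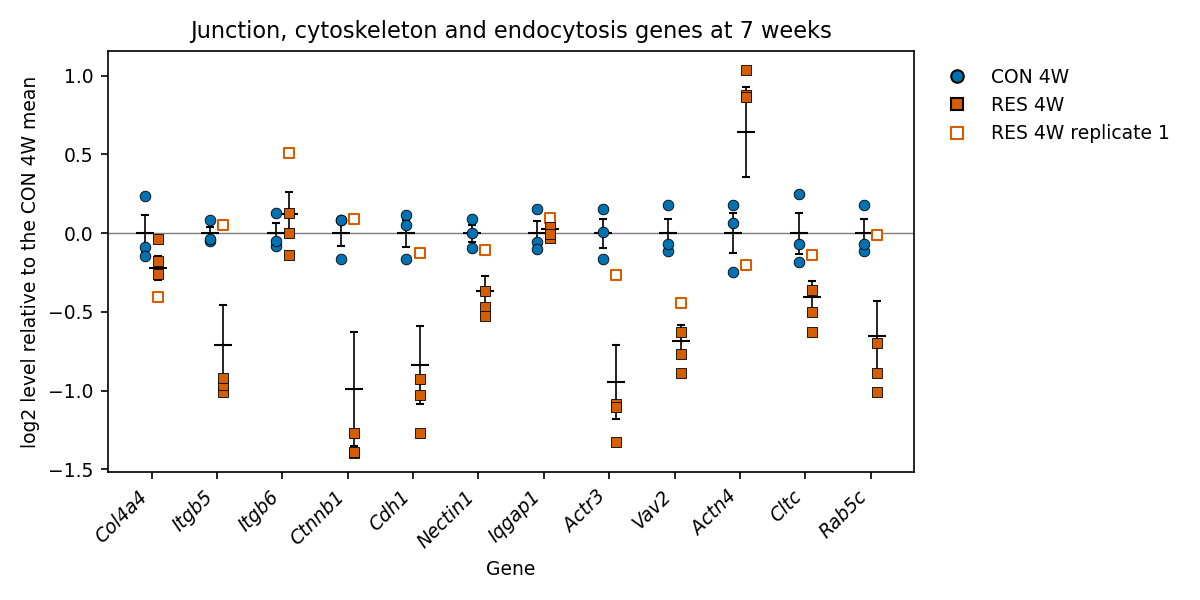
Log2 level relative to the CON 4W mean (vertical axis) of 12 genes of junctions, integrins, actin and endocytosis (horizontal axis) in CON 4W and RES 4W, with a point per kidney and the mean with its standard error as a dash and bar; RES 4W replicate 1 is an open square. For Ctnnb1 it lies at 8.93, apart from the other RES 4W kidneys at 7.44 to 7.57.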

*Iqgap1* is a signaling molecule detected during the establishment of foot processes [27]. 

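Actn4, which encodes the actin crosslinker α-actinin-4 of podocytes and tubules, had a log2 fold change of 0.64 in RES 4W by its brightest probe (SE 0.22, adjusted p = 0.083). This probe was at 8.95 in RES 4W replicate 1, 10.02 to 10.19 in replicates 2 to 4 and 8.91 to 9.33 in CON 4W, and without replicate 1 it rose by 0.93 (adjusted p = 0.00011). The other tested probes of Actn4 rose by 0.90 and 1.20 (adjusted p = 0.025 and 0.021), which are 1.87-fold and 2.30-fold. Of 11 tested podocyte genes 0 were called, against 1 higher when adjusted over the list alone, with a median of 0.16 (camera, adjusted p = 0.098), and without RES 4W replicate 1 3 were higher.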

Especially, 3.4-fold increased expression of α-actinin-4, which is accompanied by foot progress effacement in damaged podocytes [32], was observed in the RES 4W group. In concert with depressed junction structural stability, many of the differentially regulated genes in the dehydration group were related to adherens junction recycling. 

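Eps15, an adaptor of clathrin-coated pits, fell by 0.70 on the log2 scale in RES 4W (SE 0.13, adjusted p = 0.011). Rab5a, a GTPase of early endosomes, rose by 0.62 (SE 0.14, adjusted p = 0.023), at 9.14 in replicate 1 and 9.63 to 9.79 in replicates 2 to 4, and its call held in 10 of 15 repeats that left out 1 array each. Its other probes had log2 fold changes of -0.26 and 0.43 in RES 4W, neither past the test. Of 21 tested genes of clathrin-mediated endocytosis 2 were lower and 1 was higher, with a median of -0.08 (camera, adjusted p = 0.49). Without RES 4W replicate 1, 3 were lower and 2 higher.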

The downstream effect of junction structure remodeling is implicated in clathrin-mediated endocytosis, which appeared to be suppressed in the dehydration group (Fig. 5c). Clathrin-mediated endocytosis is implicated in the cycling of cellular adhesion proteins [35]. 

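Cltc, the clathrin heavy chain gene, was at a log2 level of 5.86 ± 0.22 (SD, n = 3) in CON 4W and 5.45 ± 0.21 (SD, n = 4) in RES 4W, a 1.33-fold difference that did not pass the test (log2 fold change -0.41, SE 0.15, adjusted p = 0.11). Its level was 5.72 in RES 4W replicate 1 and 5.23 to 5.50 in the others, and without replicate 1 Cltc fell by 0.50 (adjusted p = 0.024). Its other probe had a log2 fold change of -0.22 (adjusted p = 0.29). Picalm was not analysed here.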

Clathrin (*Cltc*), a mediator of vesicle formation during endocytosis of the cadherin complex, was decreased by 1.5-fold at the expression level in RES 4W. A gene encoding clathrin recruiting protein, *Picalm*, also showed decreased expression levels (1.7-fold change). 

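Rab5c, a GTPase of early endosomes related to Rab5a, fell by 0.65 on the log2 scale in RES 4W (SE 0.18, adjusted p = 0.040), or 1.57-fold. It was at 10.27 in RES 4W replicate 1, at 9.27 to 9.58 in replicates 2 to 4 and at 10.17 to 10.46 in CON 4W. The call held in 4 of 15 repeats that left out 1 array each, and without RES 4W replicate 1 Rab5c fell by 0.87 (adjusted p = 6.8e-05).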

*Rab5c*, with roles in vesicle docking and trafficking, had reduced transcription levels (1.6-fold change) along with depressed fusion of endocytic vesicles (Fig. 5c). From these results, we demonstrate that the dynamics of cytoskeleton and adherens junction signaling, which account for the membrane integrity, were dysregulated at the transcriptional level as a consequence of prolonged dehydration.

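Of the 14 tested junction and cytoskeleton genes of Fig. 5c, chosen on these samples, 6 were lower in RES 4W and 1 was higher (9 and 4 adjusted over the list alone), with a median log2 fold change of -0.53 (camera, adjusted p = 0.075). Myh10, a non-muscle myosin, rose by 0.60 (SE 0.17, adjusted p = 0.043) and was at 6.76 in replicate 1 and 7.31 to 7.50 in replicates 2 to 4. Myl1, a myosin light chain, fell by 0.69 (SE 0.19, adjusted p = 0.042). Either call held in 5 of 15 repeats that left out 1 array each. Without RES 4W replicate 1, 9 of the 14 genes were lower and 4 higher, with a median of -0.63 (camera, adjusted p = 0.096). With the mean of all probes of a gene and with median scaling the list passed (medians -0.51 and -0.50, camera, adjusted p = 0.0081 and 0.045), both at the preset correlation, while an estimated one with the brightest probes gave an adjusted p of 0.50. From the junction, cytoskeleton and endocytosis genes that changed in RES 4W, the paper concludes that the signaling behind membrane integrity was dysregulated by prolonged dehydration.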

## Discussion

It was widely accepted that nephrogenesis completes during the embryonic period. However, recent studies unearthed new facts showing that later genetic events occur in postnatal renal growth. One study revealed that gene expression from E19.5 to P35 had a postnatal developmental pattern, showing a declining trend in cell differentiation and tissue development with aging in the mouse kidney [50]. In comparing the kidneys of adults to newborns, molecular transporters were found to be dominant in the transcriptome profiles [42]. Concurring with previous results, we identified that kidneys during infancy showed sequential processes indicating structural and functional maturation. Infantile kidneys, at 4 weeks old, were still differentiating and developed into functionally mature kidneys at 7 weeks old. This result provides critical evidence that postnatal care such as environmental and nutritional interventions is required for normal organ development since early renal dysfunction is implicated in various renal disorders in later life [13]. There is, however, a need for further studies to fully elucidate postnatal renal maturation using genetic perturbation animal models to elicit the importance of neonatal intervention for optimal growth.

Gene regulatory networks function in a coordinated fashion in kidney organogenesis to maintain kidney integrity [6]. It is, thus, emphasized that genetic developmental processes during the early postnatal life might be in charge of governing kidney health in later life. Moreover, despite the importance of adequate hydration in the maintenance of a healthier life, few studies have identified molecular mechanisms underlying the impacts of dehydration [17]. More than that, a fundamental methodological issue related to the experimental model of dehydration did not allow us to examine the true effects of dehydration. For instance, dehydration induced by acute water deprivation or heat and exercise stimulus could accompany or promote adverse physiological changes related to the dehydrating condition. Those also are incapable of generating consistent and controlled state of dehydration [28]. Here, we aimed to generate mild dehydration in animals, reproducing the condition of individuals that drink less water daily during the life cycle. With this approach, we were able to verify the molecular mechanisms underlying sustained moderate dehydration by profiling renal transcriptomes and anticipated its utility for the understanding of fundamental mechanisms underlying pediatric dehydration in the context of renal development.

We looked into the implications of dehydration throughout the early postnatal stage, from 4 to 7 weeks. Among corresponding mediators in kidney morphogenesis, the *Shh* signaling pathway and downstream target genes involved in the cell cycle and cell differentiation were downregulated as a consequence of dehydration. *Shh* is described as an important signaling molecule in renal patterning and the cell cycle during embryonic renal development [14]. Of its effectors, *Glis1* has a possible regulatory role in retaining normal morphological integrity in the kidney [20, 47]. Since the transcription level of *Glis1* was reduced and its target genes were changed in their expressions in the dehydration group, it is possible that genetic events associated with cell proliferation, differentiation, and death were implicated under improper hydration conditions.

As dehydration progressed throughout the developmental period, we found the transcriptional network involved in tissue integrity was deteriorated. Kidney integrity in structure and function is characterized by a series of successive modifications from neonates to aged mice [8, 37]. Sequential developmental processes in the kidneys correlate with numerous renal defects such as renal agenesis, hypoplasia, and polycystic kidney disease (PKD) [38]. In other words, normal renal organogenesis is necessary for mature functioning [8, 44, 48, 50] and diverse renal diseases are common consequences of abnormal kidney development [8, 38]. That is, it is conceivable that consecutive dehydration along with perturbation of morphogenesis influences sequential developmental steps including system functional maturation. One possible mechanism responsible for functional injury in the hyperosmolar state is demonstrated by the observation that continuous angiotensin II infusion into rats induced injuries in various cell types with worsened renal function [18]. In line with this report, kidney-specific cellular organization that is composed of networks between podocytes and the glomerular basement membrane might be damaged as the renin-angiotensin system was activated (data not shown) in the dehydration group. Genes associated with glomerular and tubular architecture, which includes basement membrane, slit diaphragm, and junction structure showed different mRNA expression patterns. In addition, many genes related to adherens junction-cytoskeleton dynamics were shown to be downregulated by dehydration. In fact, precise regulation of junctional adhesion molecules is a decisive element in the assembly of the actin cytoskeleton, ensuring tissue homeostasis and recovery from injuries [11]. These adhesion molecules have pivotal roles in renal epithelial cell dedifferentiation, proliferation, and migration. It is likely that the disruption in structural maturation during infancy resulted in defects in morphological integrity in terms of the loss of cell-cell and cell-membrane contacts in juvenile kidneys and failed adaptation to the loss of cells during regeneration [4]. Meanwhile, once renal cells are injured, loss of intact cells is directly linked to the loss of nephrons [32]. Due to degenerative changes in cellular integrity along with podocyte foot effacement, a limited number of intact nephrons are exposed to hyperfiltration. Therefore, overload of glomerular flow per unit of the kidney might result in glomeruli injuries and subsequent renal functional perturbation, leading to increased BUN/sCr ratio [10]. It is, therefore, conceivable that reduced membrane integrity impairs glomerular barrier function followed by improper tissue morphogenesis and homeostasis. However, it still needs histological and functional analysis to show direct evidence of physiological derangement or pathological changes of renal morphology in future studies.

Interestingly, prolonged dehydration during infancy resulted in reduced plasma creatinine levels. Based on present knowledge, reduction in the pool size or rate of creatinine metabolism, known as a “creatinine deficit,” may account for the reduction in plasma creatinine under pathophysiologic conditions [12, 19]. Otherwise, we assume that failure in toxic substance clearance by renal insufficiency resulted in hyper toxic loads, augmenting systemic disorders in animals. While plasma creatinine is one of the most frequently used markers for kidney disease, it could blunt the early diagnosis of pediatric renal diseases in cases where the clinical marker is arbitrarily estimated. We, hereby, suggest that plasma creatinine might underestimate the significance of renal disorders in pediatric dehydration. Thus, it is noted that different clinical markers are required for pediatric renal disorders. Meanwhile, at the onset of dehydration, dehydrated mice exhibited reduced diet consumption during the first few days (Additional file 4). Despite catching up to normal diet intake after the first week of the dehydration experiment, insufficient energy intake could be a cause of developmental disorders in the situation of impaired renal development in pediatric dehydration. Notwithstanding, it is noted that animals have different patterns of eating behavior with reduced appetite under high osmolar stimulus while they are subjected to strict control of osmolality [15]. Given the complexity of the physiological response, therefore, we suggest that changes in eating behavior are a validated consequence of physiological adaptation to water deprivation [15].

In this research, we demonstrate transcriptional events during renal development in infancy and show that the impacts of inadequate water intake in the early postnatal stage heavily rely on the impairment of normal renal maturation. This finding suggests that optimal nutritional intervention would be required for successful renal development.

## Conclusions

Altogether, this study gives us better insights into the effects of dehydration on functionally immature kidneys of infants and may provide possible markers for clinical applications in pediatric dehydration. In this respect, this study could be a cornerstone providing predictive biomarkers for future examination of known renal diseases and a broadened perspective of pediatric renal defects during development.

## Additional files

Additional file 1: Differentially expressed genes during normal renal development from infancy to juvenile period. Differentially expressed genes in a comparison analysis between CON 1W and CON 4W group, with statistical significant change (*p* < 0.05 and fold change >1.5). (XLSX 24 kb)
Additional file 2: Upstream regulators in infantile renal development. Upstream regulator analysis shows the top predicted regulators that connected to the downstream nodes. Activation z-score of each regulator is presented in brackets. Edges indicate predicted relationships, colored with yellow and blue when it led to activation and inhibition, respectively. (TIF 8929 kb)
Additional file 3: Dysregulation of transcriptional network associated with cell junction dynamics. (A) Top canonical pathways that were differentially regulated following dehydration in juvenile mice. (B) Suppression of adherens junction signaling accounts for altered cytoskeleton rearrangement, which caused alteration of glomerular barrier integrity. Genes in green and red color were down- and upregulated, respectively. (TIF 5873 kb)
Additional file 4: Diet intake during experimental period. Animals in the dehydration group exhibited reduced diet consumption during the first few days but caught up to normal diet intake after the first week of the dehydration experiment. Data are expressed as mean ± SEM. Student’s *t* test; **p* < 0.05 versus control group. (TIF 45 kb)

## Abbreviations

Avp: Arginine vasopressin
BUN: Blood urea nitrogen
ECM: Extracellular matrix
GO: Gene ontology
GSEA: Gene set enrichment analysis
PCA: Principal component analysis
PKD: Polycystic kidney disease
sCr: Serum creatinine
SHH: Sonic hedgehog

How the deposited data were processed for this re-analysis (not part of the article)

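Kidney RNA was measured on Illumina whole-genome mouse arrays in 15 mice: 4 CON 1W, 4 RES 1W, 3 CON 4W and 4 RES 4W. Each array's group and replicate number were taken from its label, and no array was left unassigned. The numbers of mice per group are those of Fig. 1.

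The authors exported the deposited intensity values from GenomeStudio 1.0.2 after background subtraction and quantile normalization: 34.9% of them are at or below 0, and the sorted values of the arrays coincide above 5 to within 0.127. The deposited detection p-value of each intensity was computed by the authors' software against the negative control beads of the array, in steps of 1 over 936. The authors' processed log2 values, as deposited in the series table, are the log2 of the same intensities, and are missing (52.2% of them) where the intensity is under 5.

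From the deposited intensities and detection p-values, log2 levels were computed with neqc of limma 3.58.1 in R 4.3.3, with normexp background correction, an offset of 16 and quantile normalization. Since the intensities were already background-subtracted, this is a further correction. Tested probes had a detection p under 0.05 in at least 3 arrays: 19027 of 45281 probes. Of these, 16351 had 1 gene symbol, 7 had several and 2669 had none, and 24 were named from Additional file 1 alone. The symbols came from the annotation paired with the series, and 16332 tested probes were matched to a current symbol by gene ID. They stand for 10861 genes, of which 3870 have 2 or more tested probes. A gene was read from the tested probe with the highest mean log2 level, and probes with several or no symbols were counted but not named.

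A linear model with the 4 groups as means was fitted with lmFit and eBayes. The comparisons were CON 4W against CON 1W, RES 1W against CON 1W, RES 4W against CON 4W, and the difference between the last 2. All tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes of a comparison. Every adjusted p of a single gene comes from limma. Single genes whose groups are set side by side were also tested by an exact permutation test of the difference of means, over 70 regroupings for 4 arrays against 4 and 35 for 4 against 3. Where a group was not above background, a fold change is given as a bound. Gene lists, 49 from textbook knowledge and 10 from the paper, were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists of a comparison. The lists from the paper were chosen by the study on these samples. Textbook lists, those of mitosis, DNA replication, basement membrane and nephron patterning among them, also hold genes that the paper names, such as Aurka, Mcm5, Col4a1 and Gpc3. They are thus not fully independent of that choice.

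The genes named were fixed by a rule: every gene that the paper's results text or Figs. 3b, 3c, 4c, 5b and 5c name, the 10 largest rises and 10 largest falls of each comparison among probes at an adjusted p under 0.05 whose groups do not overlap, and up to 4 members of each list with the smallest adjusted p. The paper's own values for its genes had been seen when the rule was written. Genes without a named probe, Picalm and Mki67 among them, were not analysed here, and Myc and Aqp8 did not pass the filter. Some genes and 1 gene list are not reported here.

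Alternatives tried were no background correction, an offset of 50, median scaling, the authors' processed values, no filter or a stricter filter on dim probes (a detection p under 0.01 in every array of a group), the mean of a gene's probes, the methods' ANOVA and the methods' t-test, limma on only the groups compared, array weights, a trended and robust prior, the replicate number as a block, and leaving out each array in turn. The log2 of the deposited intensities plus 16, and the methods' ANOVA on the authors' processed values, were added after the data were seen. The random seed was 75604. The calling of probes and lists was tested on simulated data with known changes.

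The Western blots, the qPCR, the body and organ weights and the blood values were not analysed here. Depth does not apply to arrays, whose number limits the precision.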

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

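The splits of the arrays and the test of shared CON 1W arrays were set before the data were examined, while the tests of a wrong label, a stronger response, a probe-dependent shift, earlier maturation, less food eaten and hypertonicity were chosen only after the results were seen.

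RES 4W replicate 1 lay far from the other RES 4W arrays on 3 measures: it had 15295 detected probes (the others 17168 to 17433), a score of -11.9 on the first principal component (the others 38.6 to 39.5) and a mean Pearson correlation across probes of 0.9782 with its own group (the others 0.9887 to 0.9891). RES 1W replicate 2 had a mean correlation of 0.9902 with its own group, where the others had 0.9916 to 0.9918. Chance marks about 1 in 20 groups in this way. Of the tested probes, 5.2% in CON 1W, 5.2% in RES 1W and 8.9% in RES 4W had 1 array that far from the rest, where chance gives about 5%. Among 410 named genes these were 19, 18 and 41, and for 31 of the 41 the distant array was RES 4W replicate 1.

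For the position of RES 4W replicate 1, the tables argue against a wrong label on a control array. Over the 534 probes that changed in RES 1W, this array was shifted from CON 4W by a median of 0.15 on the log2 scale in the direction of RES 1W, while single CON 4W arrays lay between -0.03 and 0.02 of the others. The same probes leave a stronger response to water restriction in replicates 2 to 4 open: their shift was 1.1 to 1.41 times that of replicate 1. A probe-dependent shift in the RES 4W arrays also stays open. Of the genes whose brightest probe was called in RES 4W, the next probe went the same way in 76.9% (90 of 117, Wilson 95% interval 68.5 to 83.6), against 100% in RES 1W (65 of 65) and 93.8% with age (61 of 65), and without RES 4W replicate 1 it did so in 65.5% (287 of 438), with 66 called in opposite directions. A stronger response alone would move the probes of a gene the same way. The 65.5% without replicate 1 (Wilson 95% interval 61 to 69.8), against 100% in RES 1W, thus argues against it as the only cause. It may still add to a probe-dependent shift, whose source is not known because the labels give neither RNA quality nor the slide of an array.

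Other splits of the same arrays bear on the counts. The 35 splits of the CON 1W and CON 4W arrays gave at most 7 probes against the real 565 (1 of 35 as large). Those of the CON 1W and RES 1W arrays gave at most 1 against 534 (1 of 35 as large). The real grouping is itself 1 of the 35, so this is the smallest share the splits can give. It argues against chance for both but cannot exclude it. For RES 4W against CON 4W, 3 of 35 splits were as large as the real 1235, so chance cannot be excluded. The highest, 4933, set RES 4W replicate 1 with the CON 4W arrays, and as it is several times the real count it points to a structure of the samples. For the difference between the ages, 3 of 100 splits were as large as the real 111, and the highest, 2629, again set RES 4W replicate 1 with CON 4W. These splits regroup restricted and control arrays within each age, but can keep part of the effect of restriction. The highest keeps RES 4W replicates 2 to 4 apart from the CON 4W arrays. The splits are thus not a reference without any effect. They do not test an equal effect at both ages, so chance is not excluded for the difference.

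The effect of restriction differed between the ages for 111 probes by a test of the difference itself. Leaving out 1 array at a time moved this count between 16 (without CON 1W replicate 3) and 2851 (without RES 4W replicate 1). Among 410 named genes 33 differed, 23 of them with the higher value at the later age. On the log2 scale these were Pbk 2.54, Prc1 2.12, Cdc20 2.07, Birc5 2.03, H2ac15 1.68, Cdkn3 1.65, Rnf114 1.54, Cdca3 1.53, Plk1 1.46, H2ac12 1.44, H2ac24 1.26, Fn1 1.24, Aurka 1.22, Cyp7b1 1.18, Fbn1 1.18, Bub1b 1.09, Rrm2 1.07, Mcm5 1.06, Kif22 1.04, Cdca8 0.92, Slc22a12 0.81, Col4a1 0.70 and Col5a1 0.66. The other 10 were Hpd -2.01, Noct -1.90, Ddit4 -1.87, Gadd45g -1.68, Gsta2 -1.49, Pck1 -1.44, Slc2a9 -1.14, Cyp2a5 -1.02, Aqp1 -0.81 and Slc6a9 -0.81. Pbk, Prc1, Cdc20, Birc5, Cdkn3 and Ddit4 were called in all 15 repeats that left out 1 array, and the rest lost the call in at least 1. For 11 of the 23 genes (Aurka, Birc5, Bub1b, Cdc20, Cdkn3, Fn1, H2ac15, Pbk, Plk1, Prc1 and Rrm2), the CON 4W level was low. The same change as in RES 1W would end below 4.91, the highest of the lowest detected levels of the CON 4W arrays. Their difference between the ages thus does not show that restriction spared them at the later age. Fn1, which would end at 4.89, was itself called higher in RES 4W, so its difference includes a rise. Aurka (4.80) and Bub1b (4.86) were below 4.91 in CON 4W already, so the size of their difference is uncertain.

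Of 58 lists tested for the same difference, 12 passed, 4 of them also with an estimated correlation: mitosis (median 0.87), DNA replication (0.33), the cell cycle genes of Fig. 3b (1.22) and those of Fig. 4c (0.77). The others were basement membrane (0.30), interstitial matrix (0.47), macrophages (0.45), MHC class II (0.26), glucocorticoid response (-0.42), immediate early genes (-0.65), the ureteric bud, basement membrane and transition genes of Fig. 3b (0.48) and the DNA synthesis genes of the text (0.70), with adjusted p from 0.069 to 0.34 when the correlation was estimated. The same limit of detection holds for 16 of 23 lower genes of the mitosis list, 5 of 24 of DNA replication and 8 of 13 of the cell cycle genes of Fig. 3b. The lists from the figures were chosen on these samples.

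Cell cycle genes fell both with age and with 1 week of restriction, 2 comparisons that share the CON 1W arrays. The shared arrays alone are argued against: with different CON 1W arrays for each comparison the median of the mitosis list stayed at -0.58 or below in RES 1W. Over all probes the covariance of the 2 log2 fold changes was 0.0176, against 0.0118 in simulated unchanged groups. An earlier maturation of the RES 1W kidney stays open: the 225 probes that rose with age had a median of -0.02 in RES 1W, against 0.06 (0.05 to 0.08) in simulated unchanged groups, but they went both ways, with 13 higher (3.2 for independent lists) and 15 lower. Over the 340 probes that fell with age the median in RES 1W was -0.26, with 80 of them lower and 3 higher, and over the 300 that are not in the cell cycle and replication lists it was -0.19, against -0.06 for either set in simulated unchanged groups that share CON 1W (lowest -0.07). A lower rate of cell division under restriction may underlie this and was not tested.

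Several lists passed the test in a comparison for which the paper does not discuss them. With age, these were higher for androgen-responsive genes (median 0.45), MHC class II (0.41), cholesterol synthesis (0.24) and immediate early genes (0.24), and lower for endothelium (-0.30), fibroblasts and pericytes (-0.28), the thick ascending limb and distal tubule (-0.23) and the collecting duct (-0.20). In RES 1W they were higher for osmotic stress (0.44), glucocorticoid response (0.44), fasting (0.41), immediate early genes (0.37), aquaporins (0.31), urine concentration (0.27), phase II metabolism (0.23), podocytes (0.22) and tight junctions (0.20), and lower for androgen-responsive genes (-0.43), MHC class II (-0.36), macrophages (-0.32), basement membrane (-0.31), interstitial matrix (-0.16) and interferon response (-0.16). In RES 4W they were higher for fasting (0.28), interstitial matrix (0.21), endothelium (0.19), mitosis (0.16) and urine concentration (0.13) and lower for immediate early genes (-0.24). With an estimated correlation the lists that held were endothelium with age (adjusted p = 0.018) and, in RES 1W, osmotic stress (adjusted p = 0.0066) and phase II metabolism (adjusted p = 0.021). None of the 9 lists called in RES 4W held, and none was called without RES 4W replicate 1.

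Of the 60 genes called at both ages, 43 were higher in both and 15 lower in both. In probes, 88 went the same way and 3 opposite ways, but 229 and 63 without RES 4W replicate 1 (opposite ways, 17.3 and 98.5 for independent lists), so the near absence of opposite changes depends on that array. A response to less food eaten may contribute, as genes of fasting were higher in RES 1W (camera, adjusted p = 0.00036) and in RES 4W (camera, adjusted p = 0.017), although neither call holds with an estimated correlation (adjusted p = 0.19 and 0.55) and that of RES 4W is lost without RES 4W replicate 1 (adjusted p = 0.24) and with array weights (adjusted p = 0.19). For a response to hypertonicity the list was higher in RES 1W (adjusted p = 1.4e-07) and missed the threshold in RES 4W (adjusted p = 0.054, between 0.0076 and 0.19 under the alternatives), passing with the mean of all probes of a gene (0.0076), a trended and robust prior (0.037), an offset of 50 (0.047) and without CON 4W replicate 3 (0.042) or RES 4W replicate 3 (0.048), but not with an estimated correlation (0.50), so it stays open. The paper reports a plasma osmolality that was higher in RES 1W and not significantly so in RES 4W, and a diet intake that fell in the first days and was normal after the first week, which does not point to less food eaten at 4 weeks and leaves that explanation open there.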

How the results depend on the processing

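The alternatives were set before the data were examined, except the log2 of the deposited signals plus 16 and the methods' ANOVA on the authors' processed values, which were chosen only after the data were seen, as was the giving of every count also without RES 4W replicate 1.

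The count of 565 probes with age became 376 with the authors' processed values and 79 with the methods' t-test, and lay between 381 and 765 under the others. The 534 probes of RES 1W became 115 with the methods' t-test and lay between 390 and 791 under the others. The 1235 probes of RES 4W became 439 with no background correction, 532 with the authors' processed values, 510 with no filter on dim probes, 400 with the methods' ANOVA, 0 with the methods' t-test, 3 with limma on the 2 groups compared, 5129 with array weights and 819 with the replicate block. At an unadjusted p under 0.05 limma gave 4842 of the RES 4W probes. The 111 probes whose effect differed between the ages became 11 with no background correction, 268 with an offset of 50, 25 with the authors' processed values, 27 with no filter, 288 with a stricter filter, 23 with the methods' ANOVA, 2878 with array weights and 309 with a trended and robust prior. The methods' t-test and limma on the 2 groups use fewer arrays by construction. Among named genes, limma on the 2 groups lost 17 of 97 calls with age and 12 of 94 in RES 1W, but 82 of 84 in RES 4W. Fewer arrays alone thus do not account for the loss in RES 4W, whose calls depend on the spread estimated over all 4 groups. Array weights gave RES 4W replicate 1 a weight of 0.22, and for the other settings the cause was not tested.

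At the methods' thresholds, the 193 probes with age became 122 with no background correction, 124 with the methods' ANOVA, 0 with the methods' t-test, 121 with limma on the 2 groups and 610 at an unadjusted p under 0.05 with the same fold change. The 189 probes of RES 1W became 102 with no background correction, 111 with the authors' processed values, 92 with the methods' ANOVA, 0 with the methods' t-test and 419 unadjusted. The 70 probes of RES 4W became 15 with no background correction, 130 with an offset of 50, 39 with median scaling, 23 with the authors' processed values, 22 with no filter, 134 with a stricter filter, 11 with the methods' ANOVA, 0 with the methods' t-test, 0 with limma on the 2 groups, 1981 with array weights, 219 with a trended and robust prior, 22 with the replicate block, 34 with log2 of the signals plus 16 and 1410 unadjusted. With the methods' ANOVA on the authors' processed values the counts were 110 with age, 84 in RES 1W and 11 in RES 4W, then 232 in RES 4W at an adjusted p under 0.05, and 1209, 945 and 2165 at an unadjusted p under 0.05. A looser threshold gives more probes by construction, and otherwise the cause was not tested.

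The 93 probes called in the same direction with age and in RES 1W became 60 with the authors' processed values, 9 with the methods' t-test and 48 at the methods' thresholds. The 96 called in opposite directions with age and in RES 4W, which share CON 4W (18.8 for independent lists, 0.01 in simulated unchanged groups, which hold none of the changes, covariance -0.0402 against a simulated -0.0156, so that part of the excess may come from the shared arrays), became 40 with no background correction, 36 with the authors' processed values, 54 with no filter, 44 with the methods' ANOVA, 0 with the methods' t-test, 0 with limma on the 2 groups, 298 with array weights, 48 with the replicate block, 62 with log2 of the signals plus 16 and 2 at the methods' thresholds. The 88 called in the same direction at both ages of restriction became 53 with no background correction, 56 with the authors' processed values, 0 with the methods' t-test, 2 with limma on the 2 groups, 237 with array weights and 15 at the methods' thresholds. The cause was not tested.

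Leaving out 1 array at a time, the count with age ran from 287 (without CON 4W replicate 2) to 913 (without RES 4W replicate 1), with 336 without CON 1W replicate 3 and 305 without CON 4W replicate 3. That of RES 1W ran from 291 (without RES 1W replicate 4) to 820 (without RES 4W replicate 1), with 318 without CON 1W replicate 3. That of RES 4W ran from 165 (without RES 4W replicate 4) to 4576 (without RES 4W replicate 1), with 184 and 198 without RES 4W replicates 2 and 3 and 346, 429 and 285 without CON 4W replicates 1, 2 and 3. That of the difference between the ages ran from 16 to 2851. At the methods' thresholds the ranges were 91 to 277 with age, 96 to 246 in RES 1W and 8 to 1954 in RES 4W. The overlaps ran from 63 to 144, from 21 to 372 and from 43 to 229. The highest value was without RES 4W replicate 1 in each of these ranges. Between 12 and 14 arrays were nearest to an array of their own group under every setting run. Leaving out an array leaves fewer samples by construction.

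No named gene and no list that was called was also called in the opposite direction under any setting run. A change of sign without a call was counted as a lost call. Of 308 calls of named genes over the 4 comparisons, the planned settings other than leaving out an array lost between 0 (array weights, stricter filter) and 238 (the methods' t-test, of the 275 calls in 3 comparisons). They gained between 0 (the methods' t-test) and 236 (array weights), with 85 for a trended and robust prior and 72 for an offset of 50. Of 63 calls of lists, they lost between 0 and 9 and gained between 0 and 5. Leaving out 1 array lost at most 22 of 97 called genes with age, 25 of 94 in RES 1W, 58 of 84 in RES 4W and 27 of 33 for the difference between the ages, and without RES 4W replicate 1 gained 26, 19, 66 and 113. All 9 lists called in RES 4W were lost without RES 4W replicate 1.

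The replicate numbers do not pair the samples: changes between arrays of the same number correlated across probes at between -0.10 and 0.19. With the replicate block the counts with age and in RES 1W stayed within 1.5 times those without it. A block for the slide was not run, because the labels give no slide, so a batch shared by RES 4W replicates 2 to 4 but not by replicate 1 was not excluded, and the RES 4W counts carry that doubt. Signal over background limits Myc, Aqp8, Shh, Nectin1 and Foxm1, which were undetected in some or most arrays.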

Differences from the paper's values

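The methods' ANOVA on the authors' processed values and the log2 of the deposited signals plus 16 were chosen after seeing the values, and the other alternatives were set beforehand.

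The paper gives 977 probes for RES 1W against CON 1W, and 189 passed the methods' thresholds here. None of the alternatives set beforehand came within 1.5 times the paper's value (0 to 419 over them). The methods' ANOVA on the authors' processed values at an unadjusted p under 0.05 with a fold change over 1.5 gave 945, a setting chosen after seeing the values, which drops 1 of the 234 probes of Additional file 1 because it is not among those tested, and which gave 1209 with age, where the paper gives 234. The paper gives 1926 probes for RES 4W against CON 4W, and 70 passed here. Array weights gave 1981, leaving out RES 4W replicate 1 gave 1954 and an unadjusted p under 0.05 with a fold change over 1.5 gave 1410, and the others set beforehand did not come that close. The same setting chosen after seeing the values gave 2165. The methods name an adjusted p under 0.01 with a fold change over 1.5, the results text a p under 0.05, and the caption of Additional file 1 a p under 0.05 with that fold change. At an unadjusted p under 0.05 alone, limma gave 2730 probes for RES 1W and 4842 for RES 4W. The p-values and folds of all 234 probes in Additional file 1 lie within 1% of the methods' ANOVA on the authors' processed values, and the highest p there is 0.000847, with a highest adjusted p of 0.041 in that test.

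For Itgb6 the paper gives a 1.7-fold decrease in RES 4W, and the ratio of CON 4W to RES 4W was 0.919 here by the brightest probe, between 0.851 and 1.08 under the alternatives, none of which reached the paper's value. Of its other tested probes, one gave 0.857 and another gave 1.61, the latter 1.69 with the authors' processed values. For Actn4 the paper gives a 3.4-fold increase, and the brightest probe gave 1.56 here, between 1.43 and 1.90 under the alternatives, none of which reached the paper's value. Other probes of Actn4 gave 1.87 and 2.30, and the latter gave 3.35 with the authors' processed values.

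For probes of Additional file 1, the paper's folds of CON 1W over CON 4W and those here were 3.8 and 1.89 for Rrm2, 4.6 and 2.39 for Bub1b, 4.77 and 2.42 for Ncaph, 5.21 and 2.55 for Birc5, 5.76 and 2.75 for Aurka, and 10.2 and 6.65 for Pbk. With no background correction and with the authors' processed values these 6 came within 1.5 times the paper's, and Pbk also without CON 1W replicate 2 and without CON 4W replicate 3. Under the other alternatives they did not. Aurka and Bub1b averaged 4.80 and 4.86 in CON 4W, near the lowest detected levels of its arrays (4.82 to 4.91), so the size of their folds here is uncertain.

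The paper describes a reduction of the Shh pathway in RES 1W, and the log2 fold changes here were -0.24 for Shh (adjusted p = 0.61), -0.10 for Smo (adjusted p = 0.86) and -0.05 for Sufu (adjusted p = 0.92), with no other probe of Smo or Sufu called, while Glis1 fell by 0.67 (adjusted p = 0.0073). The paper describes Iqgap1, Cltc, Nectin1 and Col4a4 as decreased in RES 4W. Here Iqgap1 had 0.02 (adjusted p = 0.93), and -0.54 by another probe (adjusted p = 0.12). Cltc had -0.41 (adjusted p = 0.11), and -0.22 by another probe (adjusted p = 0.29), and its brightest probe was called without RES 4W replicate 1 (adjusted p = 0.024). Nectin1 had -0.37 (adjusted p = 0.11), and was called without that array (adjusted p = 0.020). Col4a4 had -0.22 (adjusted p = 0.32), and its other probes had -0.60 (adjusted p = 0.020) and -0.06 (adjusted p = 0.88). With the authors' processed values the brightest probe of Cltc was 1.52-fold lower in RES 4W, where the paper gives 1.5. The Col4a4 probe with -0.60 was 1.61-fold lower, where the paper gives 1.6, and the others 1.17-fold. The caption of Fig. 5 names Student's t test, a threshold unlike the adjusted p over all tested probes used here. Actn4, which the paper describes as increased, did not pass by its brightest probe (adjusted p = 0.083) but did by its other probes (adjusted p = 0.025 and 0.021) and without RES 4W replicate 1 (adjusted p = 0.00011). The textbook list of basement membrane genes had 1 of 18 genes higher and 0 lower in RES 4W, and of the 4 tested genes of Fig. 5b that the paper names for membrane integrity 2 were lower and 0 higher.

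With age, the paper describes Snail, Nasp and Mcm6 as lower and Aqp1, Aqp4 and Slc35a3 as higher in CON 4W. Here Snai1 had -0.55 (adjusted p = 0.18, or 0.041 without CON 1W replicate 2), and Snai3 fell by 0.78 (adjusted p = 0.0091). Nasp had -0.27 (adjusted p = 0.38), and its other probes had -0.63 (adjusted p = 0.011) and -0.41 (adjusted p = 0.22). Mcm6 had -0.59 (adjusted p = 0.079), and its other probes had -0.75 (adjusted p = 0.0031) and -0.17 (adjusted p = 0.74). Aqp1 had 0.41 (adjusted p = 0.10, or 0.044 without RES 4W replicate 1) and Aqp4 0.52 (adjusted p = 0.053, or 0.042 without that array), and their other probes were not called. The paper tested the aquaporins singly by Student's t test, a threshold unlike the adjusted p over all tested probes used here. Slc35a3 had 0.46 (adjusted p = 0.17), and its other probes had 0.75 (adjusted p = 0.0021), 0.45 (adjusted p = 0.15) and -0.24 (adjusted p = 0.42).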

Other observations

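The correlation between probes of the same gene was computed only after the results were seen. In RES 1W, Cd74 and H2-Eb1, genes of antigen presentation, fell by 0.77 (adjusted p = 0.0045) and 0.63 (adjusted p = 0.0061), and Mrc1, a receptor of macrophages, fell by 0.68 (adjusted p = 0.018). Of the androgen-responsive genes, Odc1 fell by 0.75 (adjusted p = 0.017) and Acsm3 by 0.73 (adjusted p = 0.0037), whose 3 other probes had adjusted p = 0.04, 0.05 and 0.81. Of the glutathione transferases, Gsta2 rose by 0.88 (adjusted p = 0.012) and Gsta4 by 0.78 (adjusted p = 0.013). Per1, a clock gene, rose by 1.04 (adjusted p = 0.012) and Ddit4, which stress induces, by 1.04 (adjusted p = 0.0082). The text of the paper does not name these genes.

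In RES 4W, Tie1 and Pecam1, genes of endothelial cells, rose by 0.82 (adjusted p = 0.0099) and 0.55 (adjusted p = 0.027), and the latter call held in 10 of 15 repeats that left out 1 array, while the other probe of Pecam1 had -0.25 (adjusted p = 0.43). Over 1934 pairs of probes of the same gene, the correlation across genes of their log2 fold changes was 0.69 with age, 0.75 in RES 1W, 0.28 in RES 4W and 0.25 in RES 4W without replicate 1.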
